# Extracellular vesicle-microRNAs mediated response of bovine ovaries to seasonal environmental changes

**DOI:** 10.1186/s13048-023-01181-7

**Published:** 2023-05-23

**Authors:** Ahmed Gad, Kamryn Joyce, Nico Graham Menjivar, Daniella Heredia, Camila Santos Rojas, Dawit Tesfaye, Angela Gonella-Diaza

**Keywords:** Follicular fluid, Extracellular vesicles, miRNA, Heat stress, Beef cows

## Abstract

**Background:**

Among the various seasonal environmental changes, elevated ambient temperature during the summer season is a main cause of stress in dairy and beef cows, leading to impaired reproductive function and fertility. Follicular fluid extracellular vesicles (FF-EVs) play an important role in intrafollicular cellular communication by, in part, mediating the deleterious effects of heat stress (HS). Here we aimed to investigate the changes in FF-EV miRNA cargoes in beef cows in response to seasonal changes: summer (SUM) compared to the winter (WIN) season using high throughput sequencing of FF-EV-coupled miRNAs. In addition to their biological relevance, the potential mechanisms involved in the packaging and release of those miRNAs as a response to environmental HS were elucidated.

**Results:**

Sequencing analysis revealed that an average of 6.6% of the EV-RNA mapped reads were annotated to bovine miRNAs. Interestingly, miR-148a, miR-99a-5p, miR-10b, and miR-143 were the top four miRNAs in both groups accounting for approximately 52 and 62% of the total miRNA sequence reads in the SUM and WIN groups, respectively. A group of 16 miRNAs was up-regulated and 8 miRNAs were down-regulated in the SUM compared to the WIN group. Five DE-miRNAs (miR-10a, miR-10b, miR-26a, let-7f, and miR-1246) were among the top 20 expressed miRNA lists. Sequence motif analysis revealed the appearance of two specific motifs in 13 out of the 16 upregulated miRNAs under HS conditions. Both motifs were found to be potentially bonded by specific RNA binding proteins including Y-box binding proteins (YBX1 and YBX2) and RBM42.

**Conclusion:**

Our findings indicate that FF EV-coupled miRNA profile varies under seasonal changes. These miRNAs could be a good indicator of the cellular mechanism in mediating HS response and the potential interplay between miRNA motifs and RNA binding proteins can be one of the mechanisms governing the packaging and release of miRNAs via EVs to facilitate cellular survival.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13048-023-01181-7.

## Background

Global climate change directly impacts the livestock sector due to continued increases in atmospheric temperatures and as a result, animals are exposed to more adverse conditions of heat stress (HS). The global economic losses amid the dairy and beef industry due to HS are estimated to be between $14.89 – 39.94 billion per year by the end of the century [1]. This primarily stems from the significant impact of HS on animal productivity and the continued decline in fertility and reproductive performance [2]. The harmful effects of HS on ovarian functions and subsequent oocyte developmental competence are one of the main reasons driving reduced fertility [3]. The development of novel alternative strategies to mitigate the negative impacts of HS on reproductive function requires a more comprehensive understanding of heat-induced molecular alterations at the cellular level.

In bovine, follicular development is a lengthy process starting from the growth of primordial follicles to the preovulatory stage. Effects of maternal hyperthermia during specific stages of follicular growth and development may significantly affect follicular growth [4], in which the carryover effects of HS have the capacity to linger for months into the cool season resulting in long-term impacts on the reproductive performance of animals [5].

Seasonal effects on cows’ reproduction include different factors (e.g., feeding, daylight hours, etc.), however, the most important factor is the consequence of increased temperature and humidity that result in inadequate regulation of the cow’s body temperature, a reduction in appetite and dry matter intake, reduction in duration and intensity of estrus, as well as disruption in hormonal levels [6, 7]. Several seasonal studies have reported the sensitivity of the ovarian pool of oocytes to elevated temperatures expressed as reduced developmental competence [8, 9]. Seasonal HS is known to alter steroid production and the biochemical composition of the follicular fluid (FF). For instance, FF obtained from large follicles of cows during the hot season is evidenced by lowered steroid concentrations, reduced granulosa cell (GC) viability, and impaired aromatase activity [10]. Moreover, the biochemical changes in the FF of the dominant follicle from high-producing cows exposed to HS post-partum have been evidenced by reduced concentrations of glucose, IGF-1, and cholesterol [11]. At the cellular level, cells activate heat shock proteins (HSPs) and oxidative stress response machinery as a defensive mechanism in response to HS that could ultimately lead to cell apoptosis [12]. Activated HSPs, as well as RNA transcripts, could be released by stressed cells and uptaken by other recipient cells to modulate their immunological responses against stress [13–15]. In the intrafollicular microenvironment, such cellular communication is facilitated by the FF containing various paracrine factors important for cell–cell communication during follicular growth [16].

In the follicular microenvironment, one of the more recently discovered mechanisms that facilitate and modulate communicative measures between various cells and the oocyte is extracellular vesicles (EVs). EVs are nano-sized, membrane-bound, and evolutionarily conserved structures secreted from almost all cell types into the surrounding extracellular space and are preferentially found among almost all body fluids [17]. EVs are broadly categorized as exosomes, microvesicles, and apoptotic bodies according to their size and mode of biogenesis [18]. Their capacity to modulate intercellular crosstalk is largely through their ability to transfer various bioactive molecules, including mRNA, miRNAs, and proteins, between neighboring cells following secretion into body fluids [19]. We have recently shown that bovine GCs subjected to in vitro thermal stress release EVs harnessed with protective molecular signals that induce tolerance to recurrent thermal stress in naïve recipient cells [20]. In addition, those EVs were found to contain different miRNA profiles in response to HS. The emerging regulatory role of miRNAs in mediating the stress response in different species [21–24] sheds light on their use as potential biomarkers and/or tools to modulate the cellular stress response. Therefore, understanding the follicular responses, in terms of EV-coupled miRNAs, to HS in cows during the summer seasons will aid in determining the specific role of these miRNAs in mediating the HS response amid intrafollicular cellular communication. Here we aimed to investigate the follicular level response of beef cows to seasonal changes with regard to the FF-EV miRNA profiles. Moreover, miRNA motifs and the corresponding RNA binding proteins were identified and their potential involvement in the packaging and release of miRNAs into EVs as it relevantly correlates to cellular survival under HS conditions is elucidated.

## Materials and methods

### Animals and sample collection

The experiment was conducted at the UF/IFAS North Florida Research and Education Center (Marianna, Flora, USA). Eleven *Bos taurus* crossbreed open cows were included in the experiment after clinical and gynecological examinations. Transrectal ultrasound was conducted to evaluate ovaries and it was determined that all cows were cycling (bearing at least one CL or preovulatory follicle in one of the ovaries) and without any ovarian abnormalities (cysts, tumors, etc.) before each OPU session. The cows remain open, maintained in outdoor pens with bahia grass and fed bermudagrass hay to meet the nutritional requirements of mature cows. Also, cows had ad libitum access to water and mineralized salt during the whole study (from winter until summer). Body weight and Body condition score (scored from 1 (thin) to 9 (fat)) were not different between winter and summer (Winter: 580.2 ± 20.5 kg and BCS of 5.0 ± 0.0; Summer: 571.1 ± 18.1 kg and BCS of 5.0 ± 0.0; P > 0.05). Ovum pick-up (OPU) sessions were conducted by a single operator in two different seasons: Winter (January 2021) and Summer (August 2021). Before each OPU session cows were stimulated to increase the number of follicles. Briefly, on a random day of the estrus cycle (Day 0) a progesterone device (Eazi-Breed CIDR Cattle Insert; Pfizer Animal Health, New York, NY, USA) was inserted in the vagina and a single dose of a GnRH analog (Factrel, 2 mL, im, Pfizer Animal Health) was administrated. Follicular growth stimulation was conducted by giving 3 injections of FSH (Folltropin V, im, Vetoquinol, Bertinoro, Italy). On day 3, 3 ml (equivalent to 105 IU) of FSH were administrated in the morning and afternoon. On day 4, 2 ml of FSH were administrated in the morning (equivalent to 70 IU). Finally, on day 5, the CIDR was removed and OPU was conducted in the morning. Ultrasound examinations (Esaote ultrasound, MyLabDelta Vet, with 10–5 MHz transducer) were conducted to evaluate the presence of a corpus luteum and the number of follicles at days 0 and 5.

OPU was performed using a real-time B-mode ultrasound scanner (Mindray 2200; Mindray Bio-Medical Electronics, Shenzhen, China) equipped with a 5-MHz micro-convex transducer (Mindray model 65C15EAV, Mindray Bio-Medical Electronics, Shenzhen, China) and coupled to a follicular aspiration guide (WTA, São Paulo, Brazil) and a stainless-steel guide. The follicular puncture was performed using a disposable 18 G hypodermic needle connected to a 50-mL conical tube via a suitable silicon tubing system (WTA). The pressure for aspiration was maintained using a vacuum pump (WTA model BV-003, WTA) with negative pressure adjusted between 60 and 80 mmHg. After the OPU of both ovaries, the aspiration system was replaced with a new one before conducting OPU for the next cow. The complete experimental design is presented in Fig. 1.

**Fig. 1:**
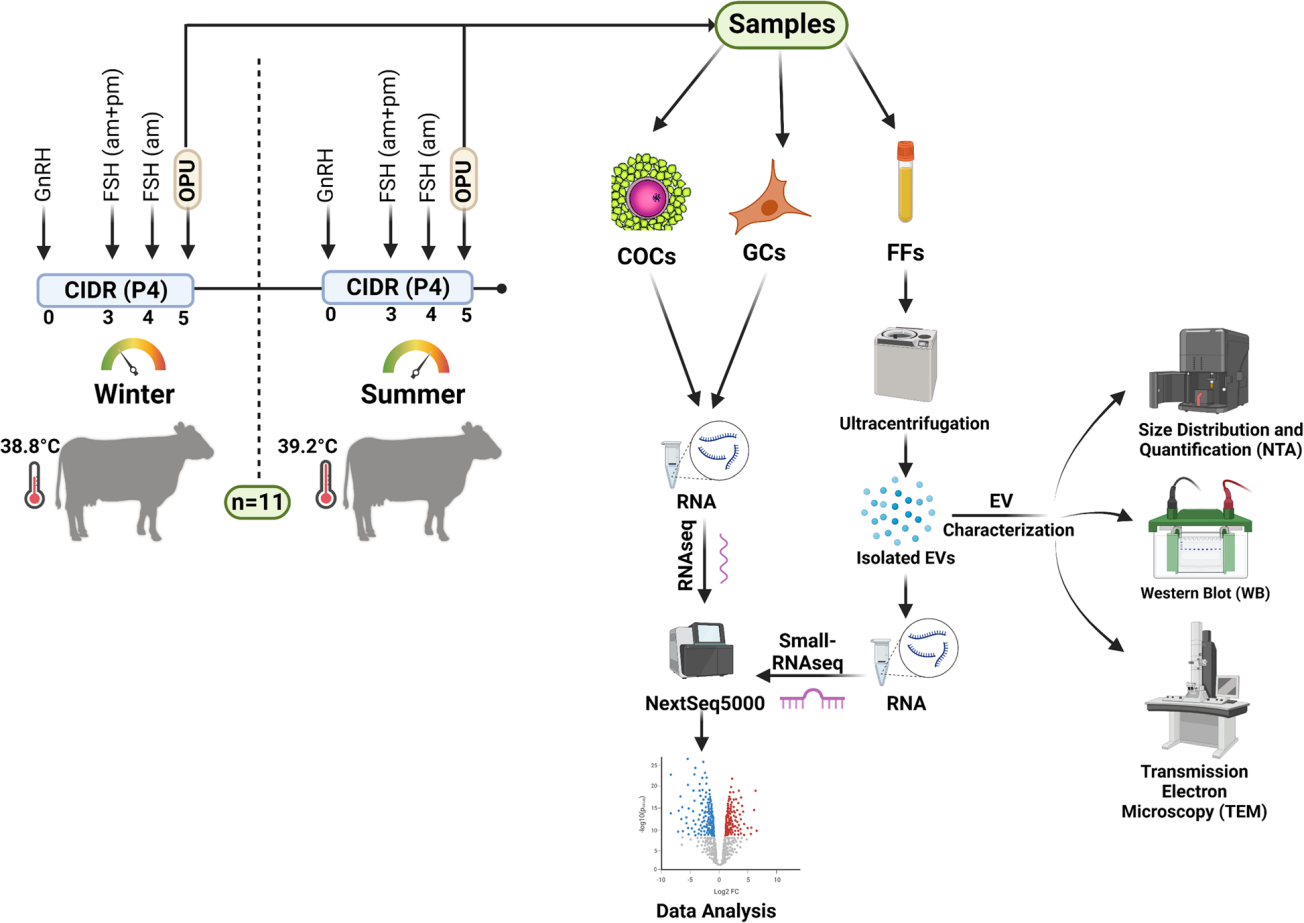
Experimental Design. Dry beef cows (*n* = 11) were subjected to synchronization and stimulation for follicular dynamics. Ovum pick-up (OPU) was conducted on all animals in the summer and winter seasons by ultrasound-guided transvaginal follicle aspiration. The follicular fluids (FFs) were collected from each target group (4 biological replicates/group; 8 mL FF/replicate). EVs were then isolated from the FFs using high-speed ultracentrifugation. Isolated EVs were characterized using NanoSight Tracking Analysis, western blot for EV and cellular marker proteins, and transmission electron microscopy. Total RNA was isolated from FF-EVs and small-RNA library preparation and RNAseq (NextSeq500; Illumina) were performed

### Summer vs. winter environmental conditions

As previously stated, OPU was conducted on the same animals in two different seasons. Environmental data (average minimum and maximum temperature and relative humidity) from the 3 weeks before each OPU session was collected using the Florida Automated Weather Network (FAWN; https://fawn.ifas.ufl.edu/data/reports/). For the winter OPU, data were collected from February 2 to 23 of 2021, and for the summer OPU, data were collected from July 23 to August 13 of 2021. Next, the temperature humidity index (THI) was calculated using the following equation: THI = (1.8 × T + 32)—[(0.55—0.0055 × RH) × (1.8 × T—26)], where T = air temperature (°C) and RH = relative humidity (%) [25]. As expected, average temperature (summer: 27.48 °C; winter: 11.46 °C), minimum temperature (summer: 23.14 °C; winter: 6.45 °C), maximum temperature (summer: 33.66 °C; winter: 16.14 °C), and relative humidity (summer: 82%; winter: 83%) were contrasting in the summer compared with the winter. Also, when estimating the THI, the average THI in the summer was 79 while in the winter was 53. In Bos taurus beef cattle, a THI equivalent to 75 is an indicator of heat stress [26, 27]. Three weeks before the summer OPU session THI was always over 75, ranging from 75.47 to 82.45.

### Isolation of extracellular vesicles from follicular fluid

Four different FF samples (pool of two animals in each) from each group were used for EV isolation. Follicular fluid samples were subjected to a series of centrifugations starting at 500 xg for 10 min to remove cells, followed by 3000 xg for 10 min to remove the cellular debris, and at 12,000 xg for 30 min to remove protein aggregates and large particles. All centrifugation steps were performed at 4 °C. The supernatant of FF samples was filtered through a 0.22 μM sterile filter to remove particles larger than 200 nm. For the EV isolation, 2 ml of pre-centrifuged follicular samples were subjected to an ultracentrifugation procedure at 120,000 xg for 70 min at 4 ^O^C using the Beckman SWTi55 rotor. The EVs pellet was washed with sterile PBS and then centrifuged again at 120,000 xg for 70 min. Finally, EVs were resuspended in 500 μL of PBS and stored at − 80 °C until further characterization and analysis.

### Morphological and molecular characterization of EVs

The presence of EV-specific proteins (CD63, TSG101, FLOT1) in the isolated EVs and the absence of a cell-specific marker protein, cytochrome C (CYCS), were verified by the immunoblotting technique as we previously described [20]. Briefly, 100 μL of isolated EVs were lysed in 50 μL 1 × RIPA buffer and the protein extract samples were centrifuged at 12,000 × *g* for 30 min at 4 °C. Following this, protein lysates were separated in 10–12% gradient SDS-PAGE gel (Bio-Rad Laboratories, USA) at 90 V for 15 min and 125 V for 60 min and transferred onto a nitrocellulose membrane (Bio-Rad Laboratories, USA) for 1 h at 100 V. Membranes were blocked in 5% non-fat dry milk dissolved in TBST for 1 h on a shaker at room temperature. Following blocking, membranes were incubated with anti-CD63 rabbit polyclonal (1:250 System Biosciences, USA), Anti-TSG101 rabbit polyclonal (1:250 System Biosciences, USA), Anti-FLOT1 rabbit polyclonal (1:250 System Biosciences, USA), and Anti-CYTc goat polyclonal (1:350 Santa Cruz Biotechnology, Germany) primary antibodies overnight at 4^0^C. After washing the membranes with 1 × TBST, membranes were incubated with appropriate secondary antibodies conjugated with horseradish peroxidase for 1 h at room temperature protected from light. After washing the membranes, protein bands were visualized using an enhanced chemiluminescence substrate (Bio-Rad Laboratories, USA) and images were acquired using Chemi Doc XRS + chemiluminescence imaging system (Bio-Rad Laboratories, USA).

The morphology of the purified EVs were analyzed using a transmission electron microscope (TEM) according to the methods previously reported [20]. Briefly, a drop of 30 μl purified EVs was placed on parafilm. The EVs drops were covered with Formvar/carbon-coated grids and allowed to stand for 5 min to absorb the EVs. The grids that contained the EVs were washed with drops of ddH_2_O and fixed by placing them on a 30 μL drop of 2% uranyl acetate. The presence of the EVs on the carbon-coated grids was examined under an electron microscope. TEM imaging was done on a FEI/TFS Tecnai T12 Spirit TEM (FEI Company; Hillsboro, OR, USA), operating at 100 kV, with an AMT CCD.

The concentration and size distribution of isolated EVs were determined using the Zetaview Particle Metrix (Particle Metrix, Germany). Briefly, 10 μl of purified EVs was diluted in 990 μl of sterile PBS and assembled into the Zetaview Laser scattering microscope (Particle Metrix, Germany) fitted with an LM14C laser. For each sample, 11 independent video measurements were recorded at 11 independent positions, and video files were analyzed with ZetaView software version 8.05.12. All experimental parameters related to EV isolation and characterization have been submitted to the EV-TRACK knowledgebase (https://evtrack.org) under the EV-TRACK ID EV220402.

### Total RNA extraction, library preparation, and sequencing

Total RNA including miRNAs was isolated from EVs using a Norgen Exosomal RNA Isolation kit (Norgen, Canada), according to the manufacturer’s instructions. On-column DNA digestion was performed to remove genomic DNA contaminants. The RNA concentration and size distribution were analyzed using an Agilent RNA 6000 Pico kit in an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Small-RNA libraries were prepared for next-generation sequencing (NGS) using a TruSeq Small RNA Library Prep Kit (Illumina) according to the manufacturer’s instructions. Library quantity and quality assessments were performed using a Qubit DNA HS Assay Kit in a Qubit 2.0 Fluorometer (Thermo Fisher Scientific) and an Agilent DNA High Sensitivity kit in an Agilent 2100 Bioanalyzer (Agilent Technologies), respectively. The precise concentration of the libraries was calculated using a quantitative PCR. The libraries were pooled in equimolar ratios and then sequenced in a NovaSeq6000 sequencing instrument (Illumina, Inc., San Diego, CA, USA) as single-end reads (50 bases).

### Sequencing data analysis

FASTQ files were generated for each sample using the software bcl2fastq (Illumina Inc., San Diego, CA), and their quality was checked using the FastQC tool version 0.11.9. Data were analyzed using the software CLC Genomics Workbench, version 21. Raw sequence reads were trimmed based on quality score (Q-score > 30), ambiguous nucleotides (maximum two nucleotides allowed), read length (≥ 15 nucleotides), and adapter sequences were also removed. Reads were mapped to the bovine reference genome (ARS-UCD1.2) and annotated against bovine precursor and mature miRNAs listed in the miRBase database (release 22) using the CLC Genomics Workbench RNA-Seq Analysis and Quantify miRNA tools, respectively, applying the default software parameters. Raw expression data were normalized using the trimmed mean of M-values normalization method (TMM normalization) [28] and presented as TMM-adjusted Counts Per Million (CPM). The CLC Genomics Workbench Differential Expression tool was used for the expression analysis comparison of the two groups. MiRNAs with fold change (FC) > 1.5, p-adjusted value (FDR < 0.1 [29]), and average CPM > 10 were considered differentially expressed (DE). The raw FASTQ files and processed CSV files have been deposited in the NCBI’s Gene Expression Omnibus (GEO) with the accession number GSE221198.

### qRT-PCR validation

To validate the miRNA sequencing data, five DE-miRNAs (three from SUM upregulated and two from downregulated), as representative candidates, were selected for expression validation using qRT-PCR. For this, three independent EV samples from three different animals were used for total RNA including miRNAs isolation as mentioned above, and selected miRNAs were quantified using specific TaqMan miRNA Assays (Applied Biosystems, Foster City, CA, USA) using a real-time PCR (Bio-Rad Inc.) according to the manufacturer’s instructions. In brief, for each miRNA, a total of 5 ng RNA was reverse transcribed (RT) using a TaqMan microRNA Reverse Transcription Kit (Thermo Fisher Scientific, Waltham, MA) and miRNA-specific stem-loop primer (Applied Biosystems). RT reaction mixtures were incubated at 16 °C then 42 °C for 30 min each, followed by 85 °C for 5 min. The qRT-PCR was conducted in a 20 μl reaction mixture containing 2 μl cDNA sample, 1 μl FAM-labeled TaqMan assay, 10 μl TaqMan Universal PCR Master Mix (Applied Biosystems), and 7 μl nuclease-free water. Reaction conditions were as follows: initial denaturation at 95 °C for 10 min, followed by 40 cycles consisting of denaturation at 95 °C for 15 s, annealing, and extension at 60 °C for 60 s. Expression values were normalized to the geometric mean of miR-125 and miR-191 expression levels, the most stably expressed miRNA across all samples based on the NormFinder analysis. Statistical analysis of miRNA expression data was performed using Student’s t-test and statistical significance was identified at *P* ≤ 0.05.

### Target gene prediction and ontological classification

Genes targeted by the DE-miRNA were identified using the human homologous miRNAs in the miRWalk database [30] to enhance the target prediction. Within the miRWalk, validated target genes from miRTarBase (version 7.0) and commonly target genes predicted by TargetScan (version 7.1) and miRDB (release 5.0) were selected for ontological classification analysis using the DAVID bioinformatics web tool (https://david.abcc.ncifcrf.gov/). Pathways and biological processes (BP) were determined from the KEGG pathway database [31], and GOTERM_BP_DIRECT annotation set, respectively. Terms with low gene count (< 5 genes) were filtered out from the pathways and BP lists. The interaction networks of the targeted genes and the identified pathways were constructed with Cytoscape [32].

### Sequence motif analysis

Sequence-specific miRNA motifs (4–6 base) that are enriched in the up-regulated miRNAs compared to the down-regulated miRNAs (control sequences) were identified using Multiple Expectation Maximization for Motif Elicitation (MEME) suite v. 5.5.0 [33]. Motifs that commonly appeared in at least 50% of the submitted miRNAs were selected for further analysis. To determine the motif-associated RNA binding proteins (RBPs), the selected motifs were submitted to the TOMTOM motif comparison tool [34] using the RNA database.

## Results

### Identification and characterizations of isolated EVs

Follicular fluid-derived EVs from SUM and WIN groups were characterized morphologically and molecularly according to the recommendations set by the International Society of Extracellular Vesicles (ISEV) [35]. The western blot analysis showed that the FF-EVs from both groups are enriched with the transmembrane proteins FLOT1, CD63, and TSG101 protein. Moreover, the mitochondrial protein marker, Cytochrome C was absent in the EV samples, but present in bovine GCs (Fig. 2A), confirming the purity of the EVs and the absence of cellular contaminants in the EV preparation. TEM imaging showed the presence of EVs with visible bilipid membranes within the acceptable size ranges (Fig. 2B). The NTA analysis showed that the concentration of EV samples from both groups was within the range of 3.5 × 10^11^ to 1.75 × 10^12^ particles/mL with no significant differences between the groups. Similarly, the EVs median size was around 114 nm in both groups with no significant differences (Fig. 2C). The total RNA isolated from the EV samples were analyzed for their integrity and the electropherogram analysis showed a clear peak for the small RNA size ranges and the absence of rRNA subunit peaks (18 s and 28 s) which characterize the cellular RNA, indicating no cellular contamination in the isolated EV samples (Fig. 2E).

**Fig. 2:**
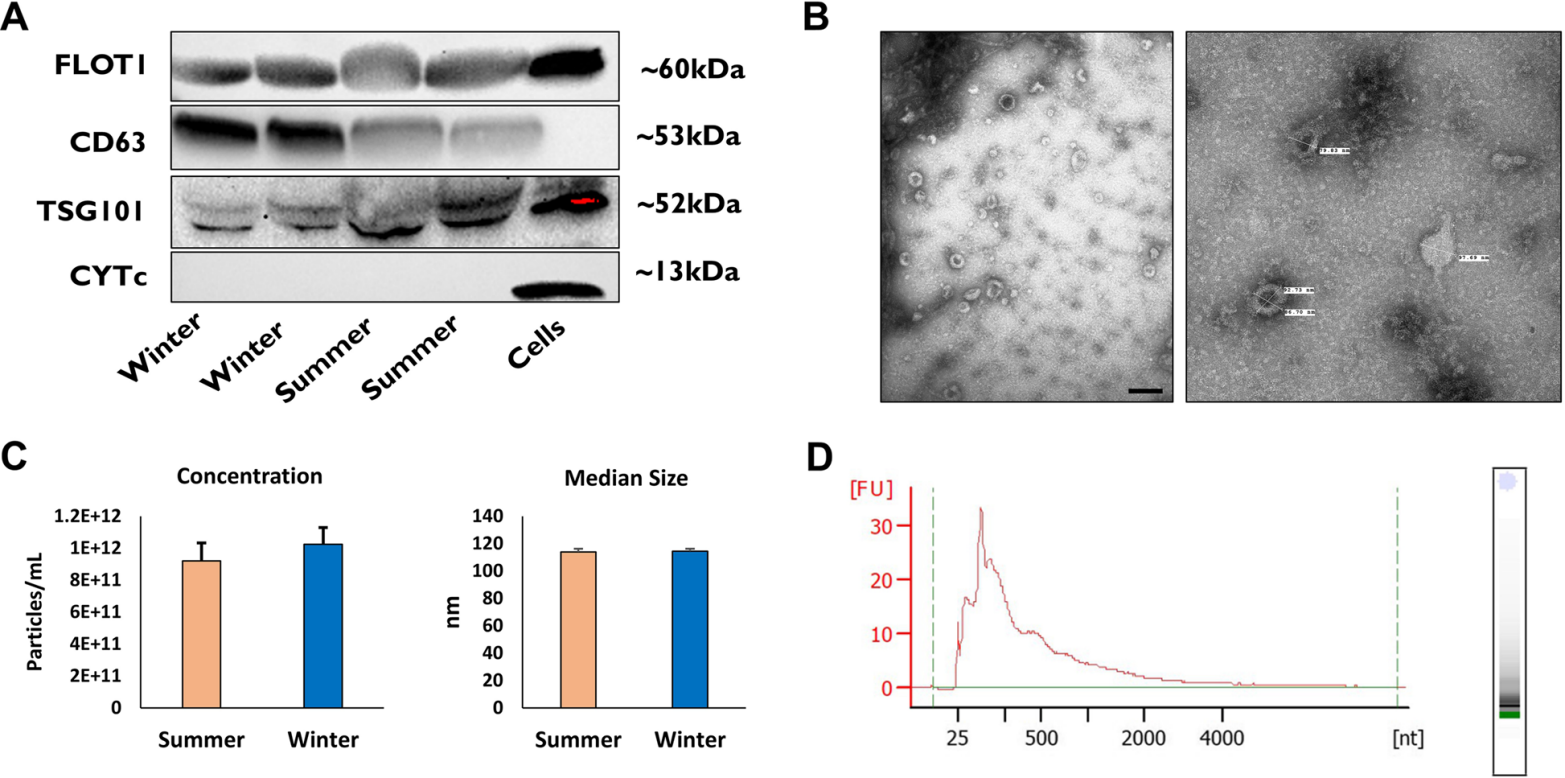
Morphological and molecular characterization of EVs. Western blot analysis of EVs marker proteins FLOT1, CD63, and TSG101 and cellular protein contamination indicator CYTc **(A)**. Transmission electron microscope (TEM) imaging shows a clear morphology of EVs with a cross-sectional size of the diameter, scale bar = 200 nm **(B)**. The concentration and median size of the isolated EVs using the NTA analysis **(C)**. The RNA size distribution of EVs shows the presence of the peak of small RNA and the absence of the 18 s and 28 s ribosomal RNA peaks **(D)**

### MiRNA expression profiles and differential expression analysis

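Small-RNA libraries were made from follicular fluid EVs of beef cows collected in summer (SUM, 4 libraries) and winter (WIN, 4 libraries), each from a pool of 2 cows. The authors trimmed the reads, annotated them against bovine miRNAs and deposited TMM-adjusted CPM for 1028 miRNAs, of which 483 were at 0 in every library. In each library all values were whole multiples of what 1 read is worth, within a tolerance of 0.001, so the miRNA reads could be recovered. The SUM libraries held 517138, 887254, 214004 and 902642 miRNA reads (replicates 1 to 4) and the WIN libraries 235340, 731675, 1689467 and 558496. These are the reads behind the values given here. Table S1 lists 20024600 to 20932400 reads per library that passed quality control, and its percentages imply more miRNA reads than were recovered, of which the recovered reads are 0.487 to 0.748. One read was worth 0.567 to 4.02 CPM, which limits the precision for miRNAs near 10 CPM. The number of miRNAs above 10 CPM was 238 ± 5.91 per SUM library and 246 ± 5.32 per WIN library (SD, n = 4, exact permutation test, p = 0.14). The seasons were compared by limma on log2(CPM + 1) of the 243 miRNAs with a mean above 10 CPM, and a miRNA was called higher or lower at an adjusted p below 0.1 and a fold change over 1.5.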

A total of eight small-RNA libraries were constructed with approximately 20 million reads per library that passed the QC parameters with an average of 85% mapped to the bovine reference genome. Out of the mapped reads, an average of 6.6% were annotated to the bovine miRNAs from the miRBase database (Supplementary Table S1). 

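The FF-EV miRNA profiles of SUM and WIN differed by season as a whole, and each of the 8 libraries had its nearest neighbour within its own season. Season accounted for 22.6% of the squared distances between libraries over the 243 tested miRNAs (pseudo-F 1.75, exact permutation test, p = 0.029, the smallest p that 4 libraries against 4 allow). Any split of the libraries accounts for some share, so the 22.6% does not measure season alone. The mean distance was 17.5 between libraries of the same season (12 pairs) and 19.2 between seasons (16 pairs). The first principal component held 33.1% of the variance and set WIN replicate 1 apart at a score of 17.7, and the second held 23.2% and set SUM replicate 3 apart at 13.9. Neither separated the seasons (exact permutation test, two-sided, p = 0.14 for each), and the third, with 16.4%, gave p = 0.057 in the same exact test. In average-linkage clustering, 2 clusters parted WIN replicate 1 from all others, and 4 clusters gave SUM replicates 1, 2 and 4, SUM replicate 3, WIN replicate 1 and WIN replicates 2, 3 and 4. These 2 libraries apart were also those with the fewest miRNA reads. The separation was no longer past the threshold with all detected miRNAs (16.1%, exact p = 0.14), without SUM replicate 2 (21.2%, exact p = 0.11), without SUM replicate 4 (22.0%, exact p = 0.086) or without WIN replicate 4 (24.1%, exact p = 0.086).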

Based on the miRNA expression profiles, principal component analysis (PCA) and heatmap exhibited a clear clustering of the replicates of each group (Fig. 3). 

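The miRNAs whose mean passed 10 CPM in 1 season only were of low abundance in both. Their means were 10.3 to 19.1 CPM in SUM for those counted as SUM only and 10.5 to 28.8 CPM in WIN for those counted as WIN only. In the other season the means were 1.38 to 9.29 CPM and 2.47 to 9.88 CPM, so all were also detected there. Of the SUM group, bta-miR-10177-5p had 12.5 ± 4.81 CPM in SUM and 2.99 ± 1.16 CPM in WIN (SD, n = 4 each, exact permutation test, p = 0.029). Of the WIN group, bta-miR-151-5p had 19.7 ± 7.11 CPM in WIN and 5.32 ± 2.33 CPM in SUM, and bta-miR-708 had 12.3 ± 9.72 CPM and 3.65 ± 2.63 CPM (SD, n = 4, exact permutation test, p = 0.029 for both). These 3 miRNAs were chosen after their values were seen, as the ones that reached the smallest exact p. They are 1 of 11 in the SUM group and 2 of 16 in the WIN group, and the p is not adjusted. Both groups were set by the same season means, so these p-values are not independent evidence. In every library of the other season, 4 of the SUM group and 6 of the WIN group were detected. None of the 5 and 6 miRNAs that entered the limma test was called.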

A total of 243 and 248 miRNAs were considered as expressed (> 10 CPM) in the SUM and WIN groups, respectively, with 232 miRNAs being expressed in common and a total of 11 and 16 miRNAs were found to be exclusively detected in SUM and WIN groups, respectively (Fig. 4A). The top 20 highly expressed miRNAs are presented in Table 1 and the complete list of all expressed miRNAs is presented in Supplementary Table S2. Among the top 20 expressed miRNAs, 18 miRNAs were commonly detected in both groups. 

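The 20 most abundant miRNAs of each season, 22 in all, held 85.6% of the CPM in SUM and 85.1% in WIN. Only miR-25 and miR-378 were in the SUM list alone, and only miR-1246 and let-7g in the WIN list alone. bta-miR-25 had 11252 ± 3998 CPM in SUM and 6123 ± 1177 CPM in WIN (SD, n = 4 each), a log2 fold change of 0.81 (standard error 0.30, adjusted p = 0.15 from limma). bta-miR-378 had 10808 ± 3685 CPM and 6145 ± 752 CPM, a log2 fold change of 0.76 (standard error 0.27, adjusted p = 0.12 from limma). bta-let-7g had 6225 ± 1309 CPM in SUM and 9310 ± 885 CPM in WIN, a log2 fold change of -0.60 (standard error 0.23, adjusted p = 0.15 from limma). None of these 3 passed the limma thresholds.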

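The 4 most abundant miRNAs were the same in SUM and WIN, and their share in the summed CPM was 61.6% ± 1.67 in SUM (SD, n = 4, range 59.6 to 63.5) and 51.8% ± 4.58 in WIN (SD, n = 4, range 46.4 to 56.5). Every SUM library thus had a higher share than every WIN library, by 9.83 percentage points on average (exact permutation test, two-sided, p = 0.029). miR-10b held 12.4% ± 2.58 of the CPM in SUM and 7.93% ± 0.896 in WIN (exact permutation test, p = 0.057), and miR-99a-5p held 13.7% ± 0.702 and 10.7% ± 2.76 (exact permutation test, p = 0.14). miR-148a held 31.0% ± 2.19 and 28.2% ± 2.67 (exact permutation test, p = 0.17), and miR-143 4.61% ± 0.887 and 4.96% ± 1.02 (exact permutation test, p = 0.57). As a percent of 1000000 CPM instead of the summed CPM the difference was 17.5 points (exact permutation test, p = 0.086). For the share of the summed CPM, leaving out any single SUM library gave p = 0.057 in the exact permutation test. The remaining SUM libraries still all lay above every WIN library.

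**Figure D1:**
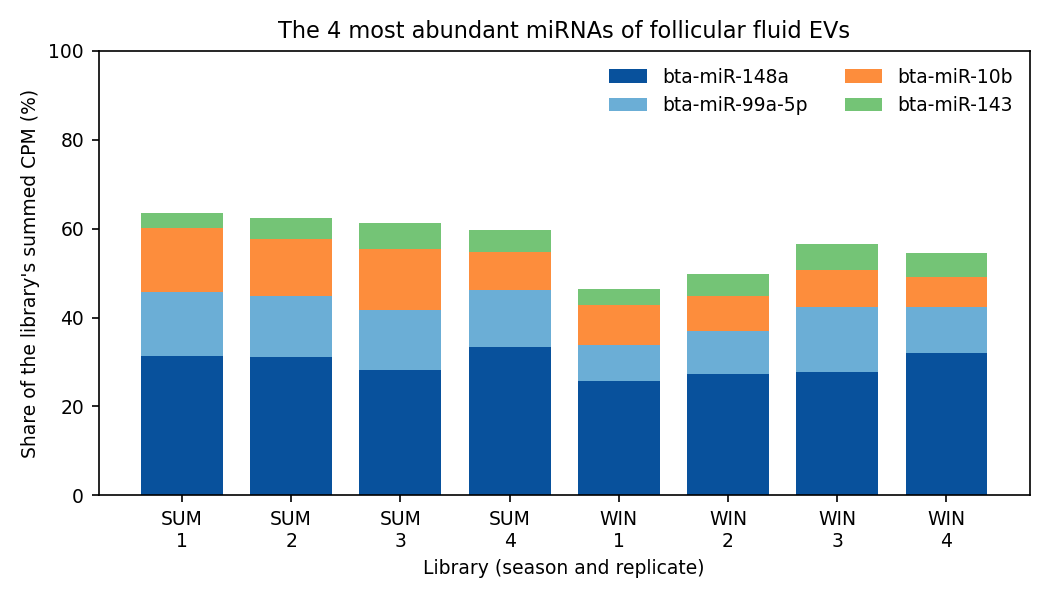
Share of the 4 most abundant miRNAs in the summed CPM of each library, in percent, for SUM and WIN replicates 1 to 4. The stacked bars reach 59.6 to 63.5% in SUM and 46.4 to 56.5% in WIN.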

Interestingly, miR-148a, miR-99a-5p, miR-10b, and miR-143 were the top four miRNAs in both groups and accounting for approximately 52 and 62% of the total miRNA sequence reads in the SUM and WIN groups, respectively (Table 1).

**Fig. 3:**
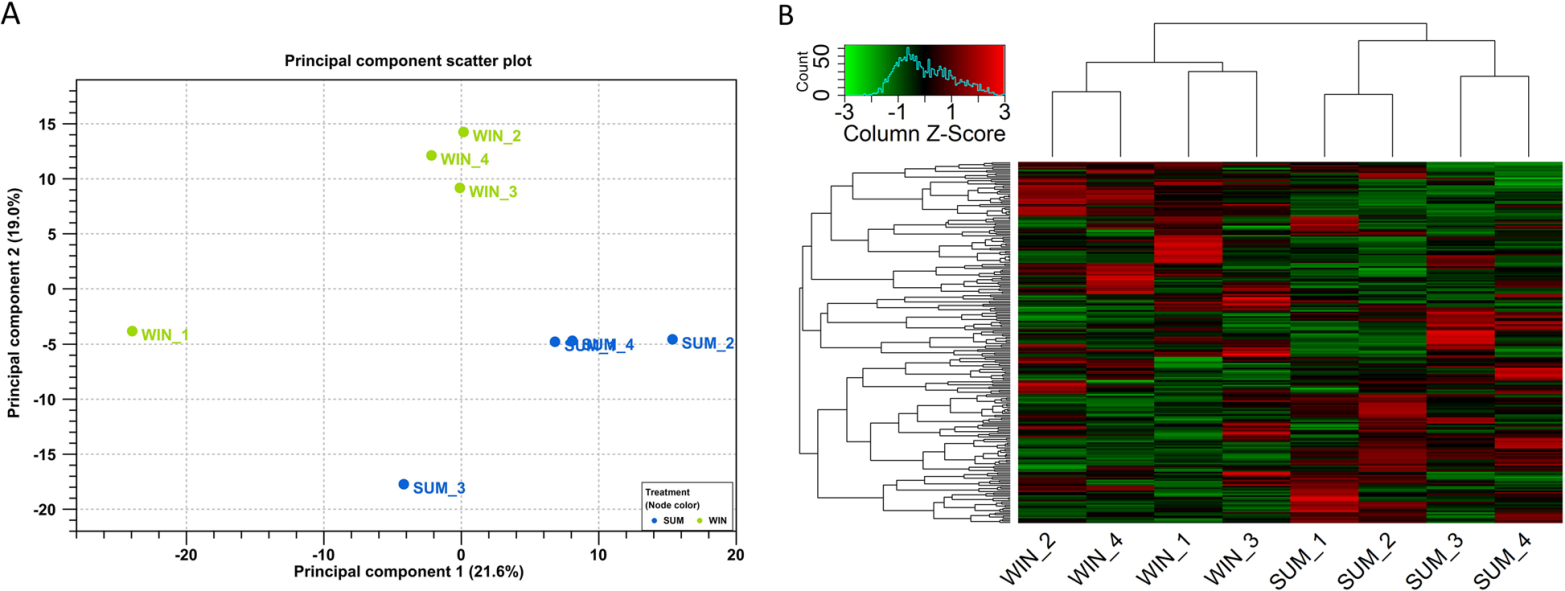
Small-RNA sequence data overview. Principal Component Analysis (**A**). Heatmap and hierarchical clustering of expressed miRNAs. Red and green colors represent high and low expressed miRNAs, respectively **(B)**. SUM: summer group; WIN: winter group

**Fig. 4:**
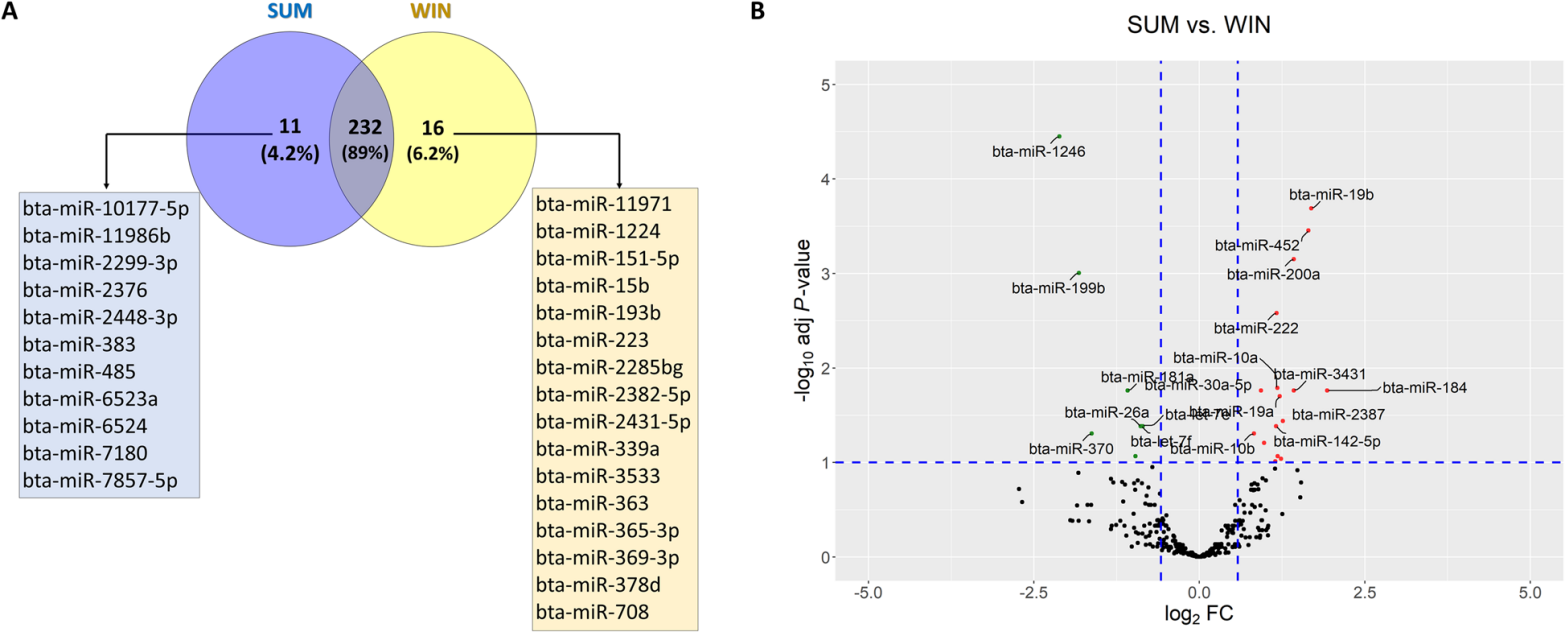
Differentially expressed miRNAs. Venn diagram for commonly and exclusively expressed miRNAs in the FF-EVs of summer (SUM) and winter (WIN) groups **(A)**. Volcano plot of expressed miRNAs. Up- and downregulated miRNAs in the SUM compared to the WIN FF-EV groups are labeled with red and green points, respectively **(B)**

**Table 1:** List of top 20 most abundant miRNAs in the extracellular vesicles obtained from follicular fluids from SUM and WIN groups

Name	SUM	Name	WIN
bta-miR-148a	335,249	bta-miR-148a	265,292.7
bta-miR-99a-5p	146,729.6	bta-miR-99a-5p	100,948.9
bta-miR-10b	131,675.5	bta-miR-10b	74,287.82
bta-miR-143	48,985.58	bta-miR-143	46,764.92
bta-let-7b	29,996.77	bta-miR-26a	43,106.6
bta-miR-10a	28,665.65	bta-let-7a-5p	35,540.64
bta-miR-26a	23,293.75	bta-miR-1246	35,452.23
bta-let-7a-5p	21,727.87	bta-let-7b	28,978.75
bta-miR-320a	20,767.93	bta-let-7i	23,237.47
bta-miR-21-5p	15,787.62	bta-miR-320a	22,398.35
bta-let-7i	15,370.83	bta-let-7f	21,824.77
bta-miR-151-3p	13,991.34	bta-let-7c	15,041.31
bta-miR-27b	12,268.99	bta-miR-21-5p	14,597.74
bta-miR-128	11,920.15	bta-miR-10a	12,673.24
bta-let-7f	11,891.01	bta-miR-423-5p	10,828.92
bta-miR-25	11,251.66	bta-miR-151-3p	10,629.91
bta-miR-378	10,807.93	bta-miR-146b	10,133.07
bta-let-7c	10,641.53	bta-miR-128	9588.558
bta-miR-423-5p	10,115.64	bta-let-7 g	9309.91
bta-miR-146b	9761.571	bta-miR-27b	9140.885

The expression values indicated as the mean of TMM-adjusted Counts Per Million (CPM)

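Of the 243 tested miRNAs, 13 were higher and 6 lower in SUM than in WIN. Among the higher, miR-24-3p had 6715 ± 1460 CPM in SUM and 3030 ± 838 CPM in WIN (SD, n = 4), a log2 fold change of 1.16 (standard error 0.27, adjusted p = 0.060 from limma). miR-142-5p, a miRNA of white blood cells, had 527 ± 137 CPM and 238 ± 52.6 CPM, a log2 fold change of 1.13 (standard error 0.29, adjusted p = 0.062). Of the 19, miR-660, miR-532 and miR-140 are not in Table 2, with log2 fold changes of 0.80, 0.79 and 0.80 (adjusted p = 0.094, 0.095 and 0.095 from limma), and the calls of miR-660 and miR-140 ended with the replicate number as a block. Among the left-out libraries, miR-660, miR-532 and miR-140 each kept the call only without SUM replicate 3, and each lost it without the abundance filter. At an unadjusted p below 0.05, 30 miRNAs were higher and 24 lower. The calls depend on single libraries, with 1 higher and 1 lower without SUM replicate 2, 23 and 7 without SUM replicate 3, 2 and 0 without SUM replicate 4, 1 and 0 without WIN replicate 2, 2 and 3 without WIN replicate 3, and 0 and 0 without WIN replicate 4. After rescaling to equal summed CPM, which moved the median log2 fold change of all tested miRNAs from 0.02 to -0.17, 11 were higher and 22 lower, and DESeq2 on the recovered reads gave 23 and 20.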

Differential expression analysis indicated a total of 24 miRNAs as significantly differentially expressed between the two groups (FC > 1.5, FDR < 0.1, CPM > 10**)**. A group of 16 miRNAs was up-regulated and 8 miRNAs were down-regulated in the SUM compared to the WIN group (Table 2 and Fig. 4B). 

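Of 9 tested members of the let-7 family, 8 had a negative log2 fold change, with a median of -0.62. This group was set after the paper's Tables 1 and 2 and Table S2 had been seen. Table 2 gives let-7e and let-7f as lower, so the group is not independent of these values. The list passed camera (adjusted p = 0.0014), but not with an estimated correlation between members (adjusted p = 0.67) or with fry (adjusted p = 0.19). By limma 1 member was lower, none was higher and 8 did not pass the thresholds (7 lower when adjusted over the list alone). let-7e (-0.87) and let-7a-5p (-0.73) were among the members with negative values, while let-7b was at 0.03 (turning to -0.15 after rescaling to equal summed CPM). The summed CPM of the family was 97903 ± 18253 in SUM and 137454 ± 22187 in WIN (SD, n = 4, exact permutation test, p = 0.029). Of the 12 tested miRNAs of the imprinted DLK1-DIO3 cluster, none was called and 10 had a negative log2 fold change (2 lower when adjusted over the list alone). Their median was -0.55 (camera adjusted p = 0.039, but adjusted p = 0.40 with an estimated correlation and 0.19 with fry), with miR-379 at -0.98 and miR-127 at -0.55. The DLK1-DIO3 list no longer passed camera without SUM replicate 2 or WIN replicate 3 (adjusted p up to 0.15). This list was also set after the paper's tables had been seen, and its member miR-370 is in Table 2. It is thus not independent of these values either. Of 10 tested miRNAs of the miR-17-92 clusters, 2 were higher, none was lower and 8 did not pass (3 higher when adjusted over the list alone). Of the miR-200, miR-30, miR-10/99/100 and miR-23/27/24 groups, 1 miRNA each was higher and none was lower, with 4, 5, 4 and 4 not past the thresholds (2, 2, 2 and 1 higher when adjusted over the list alone, and 1 lower in the miR-30 family). The 16 higher and 8 lower miRNAs of Table 2 were chosen by the paper on these samples, so that 10 higher and 6 lower calls among them are not independent evidence (16 and 8 when adjusted over the list alone). The mapped share of reads also differed by season in Table S1, at 89.8% ± 1.85 in SUM and 79.8% in WIN (range 68.8 to 84.9), without overlap (exact permutation test, p = 0.029). This difference of 10.0 points was 6.36 without WIN replicate 2, and leaving out any single SUM library gave an exact p of 0.057 to 0.086. The remaining libraries of the seasons still did not overlap. From the differing miRNAs the paper proposes that heat stress acts on ovarian function through altered EV signaling in the follicle.

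**Figure D2:**
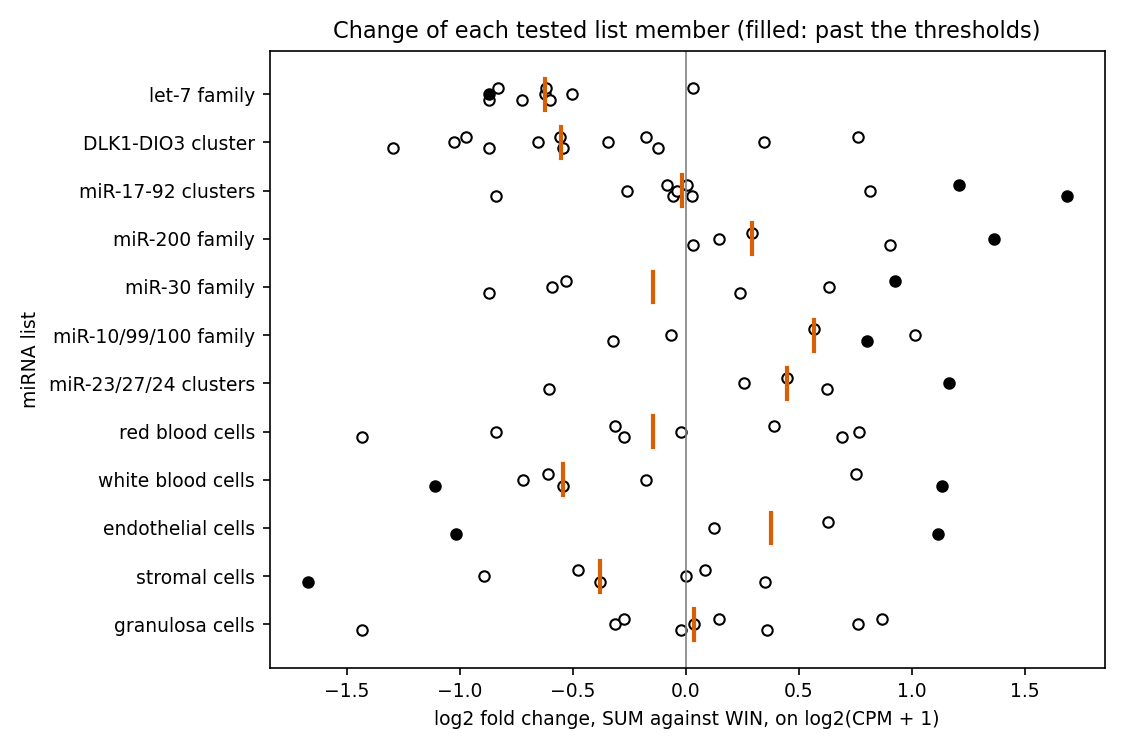
Log2 fold change, SUM against WIN, on log2(CPM + 1), of every tested member of 12 lists. Filled circles are past the limma thresholds and orange bars are medians, which lie at -0.62 for the let-7 family and -0.55 for the DLK1-DIO3 cluster.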

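miR-19b was higher in every SUM library than in any WIN library, with 88.1 ± 15.0 CPM in SUM and 26.7 ± 4.51 CPM in WIN (SD, n = 4). This is a log2 fold change of 1.69 (standard error 0.30, adjusted p = 0.036 from limma), or 3.22-fold. miR-452 rose from 117 ± 13.2 CPM in WIN to 363 ± 175 CPM in SUM, a log2 fold change of 1.43 (standard error 0.43, adjusted p = 0.094), but the seasons overlapped (exact permutation test, p = 0.11). In the other direction, miR-1246 had 8181 ± 5171 CPM in SUM and 35452 ± 22393 CPM in WIN, a log2 fold change of -2.20 (standard error 0.50, adjusted p = 0.060), and miR-199b had 36.4 ± 7.97 CPM and 123 ± 50.5 CPM, a log2 fold change of -1.67 (standard error 0.35, adjusted p = 0.058). miR-184 and miR-370 moved in the same directions as Table 2 lists them, by 1.64 and -1.30 on the log2 scale, without passing the thresholds (adjusted p = 0.18 and 0.22 from limma). The call of miR-19b ended without WIN replicate 4 (adjusted p = 0.10), while miR-452 kept its call only without SUM replicate 3 among the left-out libraries. The call of miR-1246 ended without SUM replicate 4, WIN replicate 2 or WIN replicate 4, and that of miR-199b without these or SUM replicate 2.

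**Figure D3:**
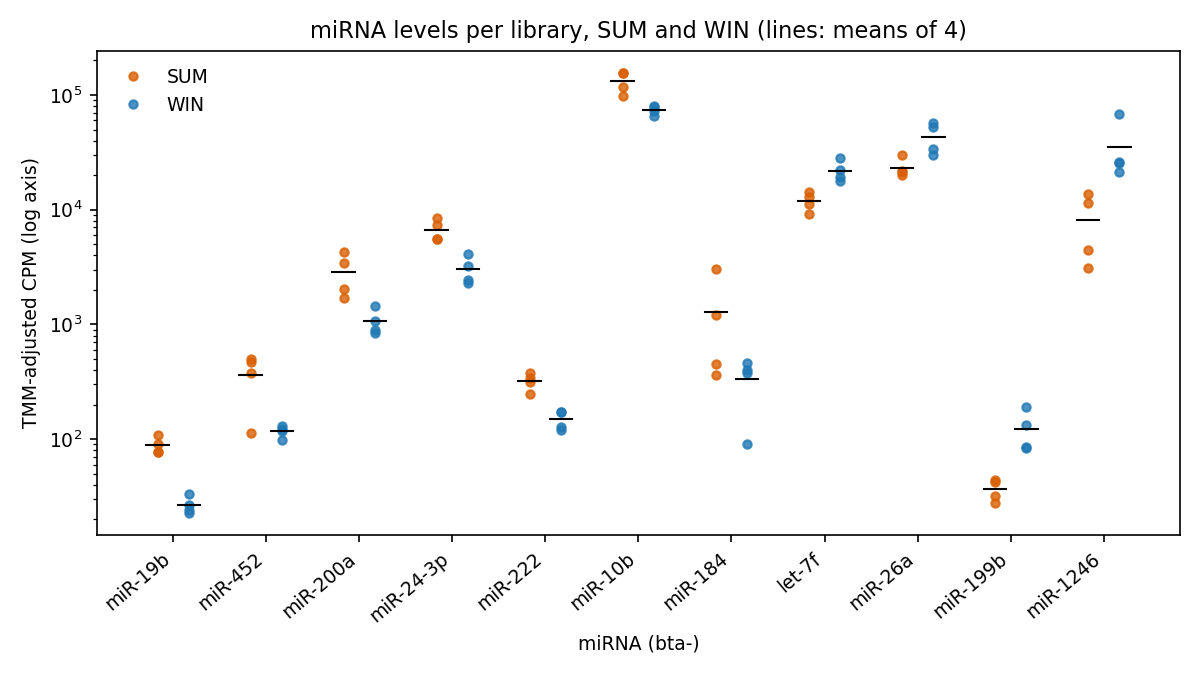
CPM per library, on a log axis, of 11 miRNAs in SUM and WIN, with lines at the means of 4 libraries. miR-19b lies at 76.6 to 109 CPM in SUM and 22.7 to 32.9 CPM in WIN.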

MiR-184, miR-19b, and miR-452 were up-regulated and miR-1246, miR-199b, and miR-370 were downregulated with more than three folds in the SUM compared to the WIN group. Interestingly, five DE-miRNAs (miR-10a, miR-10b, miR-26a, let-7f, and miR-1246) were also among the top 20 expressed miRNA lists.

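Of the 22 miRNAs among the 20 most abundant of either season, 1 was higher (miR-10b) and 3 were lower (miR-26a, let-7f and miR-1246) in SUM by limma. let-7f had 11891 ± 2144 CPM in SUM and 21825 ± 4487 CPM in WIN (SD, n = 4), a log2 fold change of -0.87 (standard error 0.23, adjusted p = 0.067). miR-10a did not pass the thresholds. The call of let-7f ended without SUM replicates 2 or 4 or WIN replicates 2, 3 or 4 (adjusted p up to 0.18).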

**Table 2:** Differentially expressed (DE) miRNAs in extracellular vesicles obtained from follicular fluids of SUM compared to WIN group

Name	Sequence	FC	FDR
bta-miR-184	TGGACGGAGAACTGATAAGGGT	3.81	0.017351
bta-miR-19b	TGTGCAAATCCATGCAAAACTGA	3.23	0.000205
bta-miR-452	TGTTTGCAGAGGAAACTGAGAC	3.14	0.000351
bta-miR-200a	TAACACTGTCTGGTAACGATGTT	2.69	0.000704
bta-miR-3431	CCTCAGTCAGCCTTGTGGATGT	2.69	0.017329
bta-miR-2387	TGGAAGGCCTGGCTTTGCAGCG	2.40	0.036309
bta-miR-2408	CACGTGTGTGAGCTCAGCCGG	2.35	0.091029
bta-miR-19a	TGTGCAAATCTATGCAAAACTGA	2.32	0.019879
bta-miR-95	TTCAACGGGTATTTATTGAGCA	2.27	0.085596
bta-miR-10a	TACCCTGTAGATCCGAATTTGTG	2.26	0.0162
bta-miR-222	AGCTACATCTGGCTACTGGGT	2.25	0.00262
bta-miR-142-5p	CATAAAGTAGAAAGCACTAC	2.23	0.041243
bta-miR-24-3p	TGGCTCAGTTCAGCAGGAACAG	2.21	0.097153
bta-miR-2483-3p	AAACATCTGGTTGGTTGAGAGA	1.97	0.062057
bta-miR-30a-5p	TGTAAACATCCTCGACTGGAAGCT	1.91	0.017351
bta-miR-10b	TACCCTGTAGAACCGAATTTGTG	1.77	0.049396
bta-let-7e	TGAGGTAGGAGGTTGTATAGT	-1.81	0.041243
bta-let-7f	TGAGGTAGTAGATTGTATAGTT	-1.83	0.041243
bta-miR-26a	TTCAAGTAATCCAGGATAGGCT	-1.85	0.041243
bta-miR-126-3p	CGTACCGTGAGTAATAATGCG	-1.95	0.085596
bta-miR-181a	AACATTCAACGCTGTCGGTGAGTT	-2.12	0.017351
bta-miR-370	GCCTGCTGGGGTGGAACCTGGT	-3.09	0.049396
bta-miR-199b	CCCAGTGTTTAGACTATCTGTTC	-3.53	0.000985
bta-miR-1246	AATGGATTTTTGGAGCAGG	-4.33	3.54E-05

*FC* Fold Change, *FDR* False Discovery Rate

### qRT-PCR validation

To validate the sequencing data, a group of 5 DE-miRNAs was selected and quantified using qRT-PCR. All miRNAs exhibited the same expression pattern as in the miRNAseq data (*P* < 0.05) except for miR-222, which showed the same pattern but with no statistical significance between the two groups (Fig. 5).

**Fig. 5:**
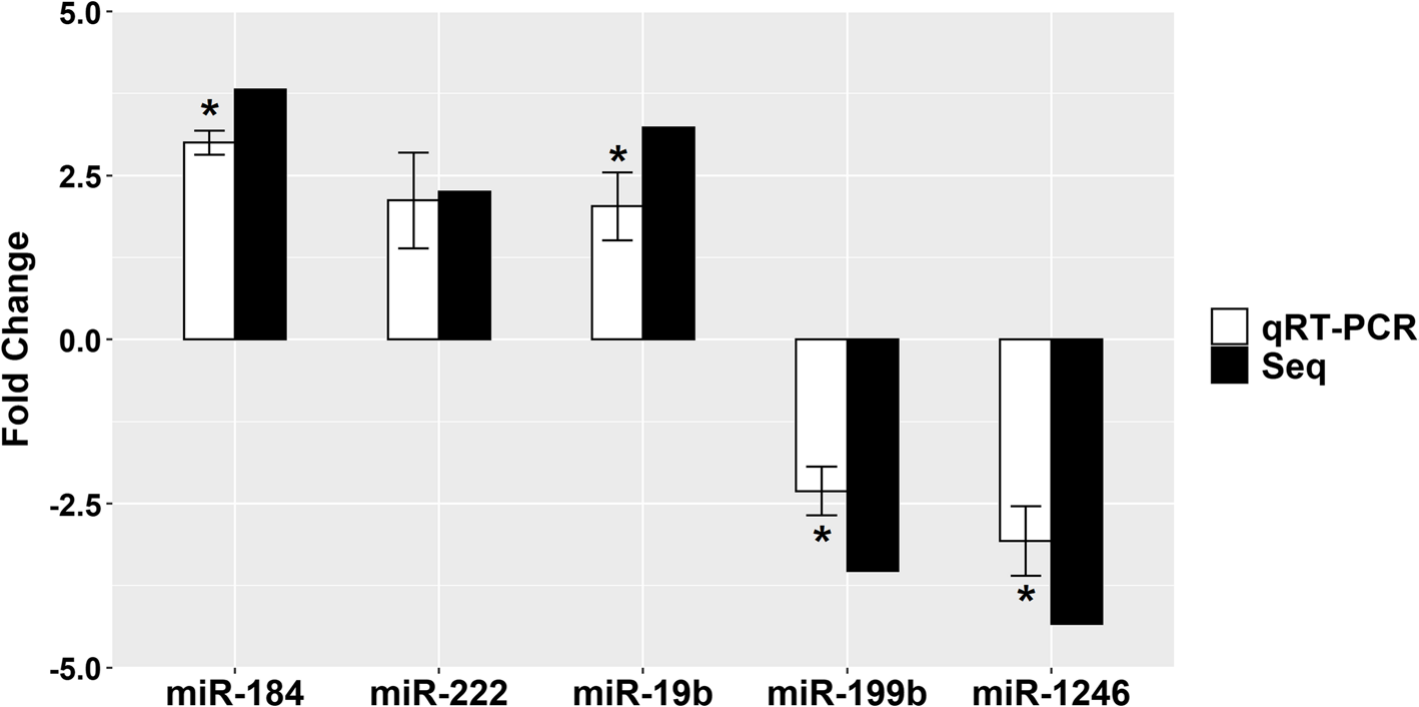
qRT-PCR analysis. Expression validation of the selected DE-miRNAs in comparison to the RNAseq (Seq) analysis. *Statistical significance between the summer and winter FF-EV groups (*P* < 0.05)

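In the sequencing libraries, 4 of these 5 miRNAs passed the limma thresholds. miR-222, a miRNA of endothelial cells among others, had 321 ± 54.0 CPM in SUM and 148 ± 28.7 CPM in WIN (SD, n = 4), a log2 fold change of 1.11 (standard error 0.26, adjusted p = 0.060). miR-184, the exception, had 454, 364, 3053 and 1209 CPM in SUM and 375, 91.2, 404 and 461 CPM in WIN (replicates 1 to 4, exact permutation test, p = 0.20). For miR-222, miR-19b, miR-199b and miR-1246 the libraries of the seasons did not overlap (exact permutation test, p = 0.029 for each). The qRT-PCR used other EV samples, whose values are not among the deposited data.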

### Target gene prediction and gene ontology

Target gene analysis revealed a total of 871 and 909 genes as potential targets of up and downregulated miRNAs, in SUM group respectively, with 140 genes commonly targeted by both groups of miRNAs. Ontological classification of these genes showed that EGFR tyrosine kinase inhibitor resistance, ErbB signaling, p53 signaling, and endocrine resistance were the top significant pathways targeted by the upregulated miRNAs in the SUM compared to the WIN group. On the other hand, cellular senescence, JAK-STAT signaling, FoxO signaling, and hippo signaling were the top significant pathways targeted by the downregulated miRNAs (Fig. 6, Supplementary Table S3). Regulation of transcription and gene expression were the top significant biological processes targeted by the elevated miRNAs in the SUM compared to the WIN group while regulation of cell proliferation and cell cycle were the top significant biological processes targeted by the downregulated miRNAs (Fig. 6, Supplementary Table S4). The interaction networks of the top 5 pathways and their corresponding genes targeted by the DE miRNAs are presented in Fig. 7.

**Fig. 6:**
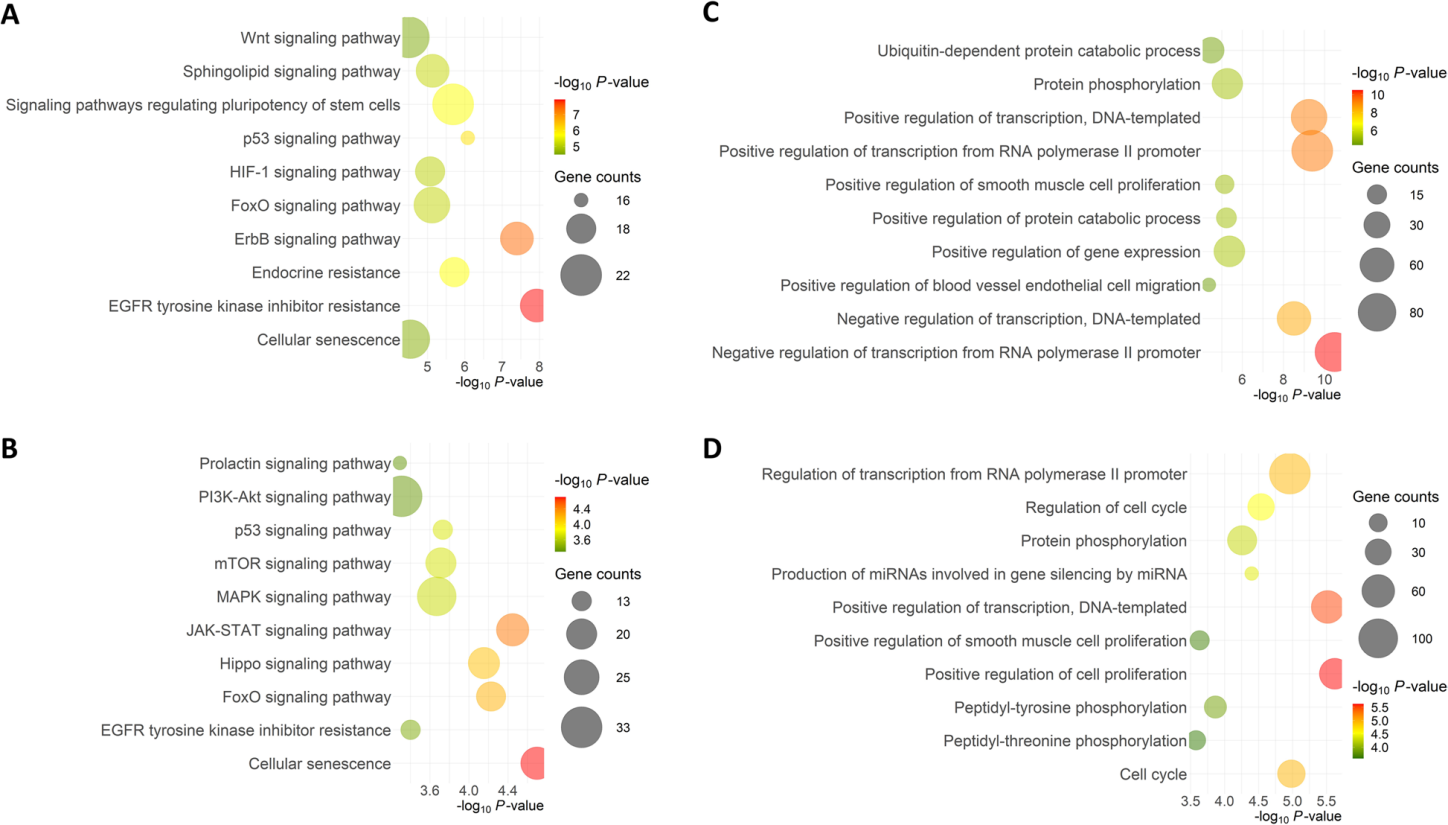
Ontological Classification. Top 10 pathways and biological processes targeted by the up- **(A** and **C**, respectively**)** and down-regulated miRNAs (**B** and **D**, respectively**)** in the summer compared to the winter FF-EV groups

**Fig. 7:**
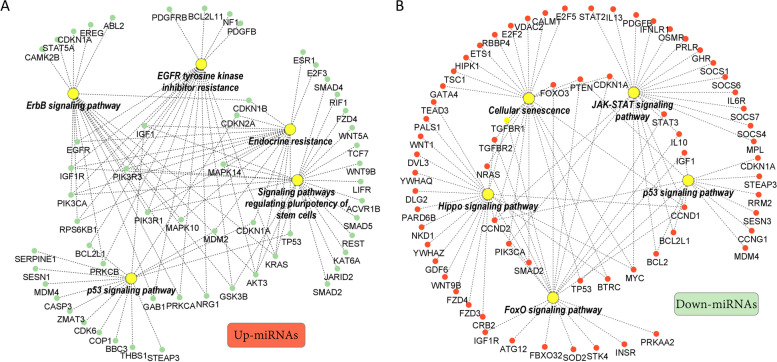
Interaction networking. The top 5 pathways and their corresponding genes targeted by up **(A)** or downregulated **(B)** miRNAs in the summer compared to the winter group

### miRNA sequence motif analysis

To identify potential sequence motifs and the corresponding RNA binding proteins associated with the regulation of the packaging and release of the candidate miRNAs into EVs in response to thermal stress, we performed motif sequence analysis of the miRNAs that were enriched in SUM FF-EVs compared to the miRNAs that were enriched in WIN FF-EVs group. We identified four different motifs (4–5 bases). Two of them significantly appeared on more than 80% (13 out of 16) of the up-regulated miRNAs (Fig. 8A and B; Table 3). 

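In the printed sequences of Table 2, 14 of the 16 higher miRNAs held the pattern ARCH (A, A or G, C, then A, C or U), and 3 of the 8 lower miRNAs did. miR-2387 and miR-10a were the 2 higher miRNAs without it. The exact sequence CUGG stood in 5 of the 16 higher miRNAs, namely miR-200a, miR-2387, miR-222, miR-2483-3p and miR-30a-5p, and in 1 of the 8 lower, miR-370. The sites that Table 3 lists for the second motif occurred in 13 higher and 4 lower miRNAs, and the exact sequence AACU in 4 higher (miR-184, miR-19b, miR-452 and miR-19a) and no lower miRNA. The paper derived the motifs from these same sequences, with the lower miRNAs as controls, so the counts describe the sequences and no p-value is given for them. Of these 24 miRNAs, 8 did not pass the limma thresholds here.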

RBP-specific motif matching showed that the first motif (AACU) is potentially targeted by RBM42, YBX2, and YBX1 proteins (Fig. 8C) while the second motif (CUGG) is potentially targeted by SAMD4A, MBNL1, MATR3, and HuR proteins (Fig. 8D).

**Fig. 8:**
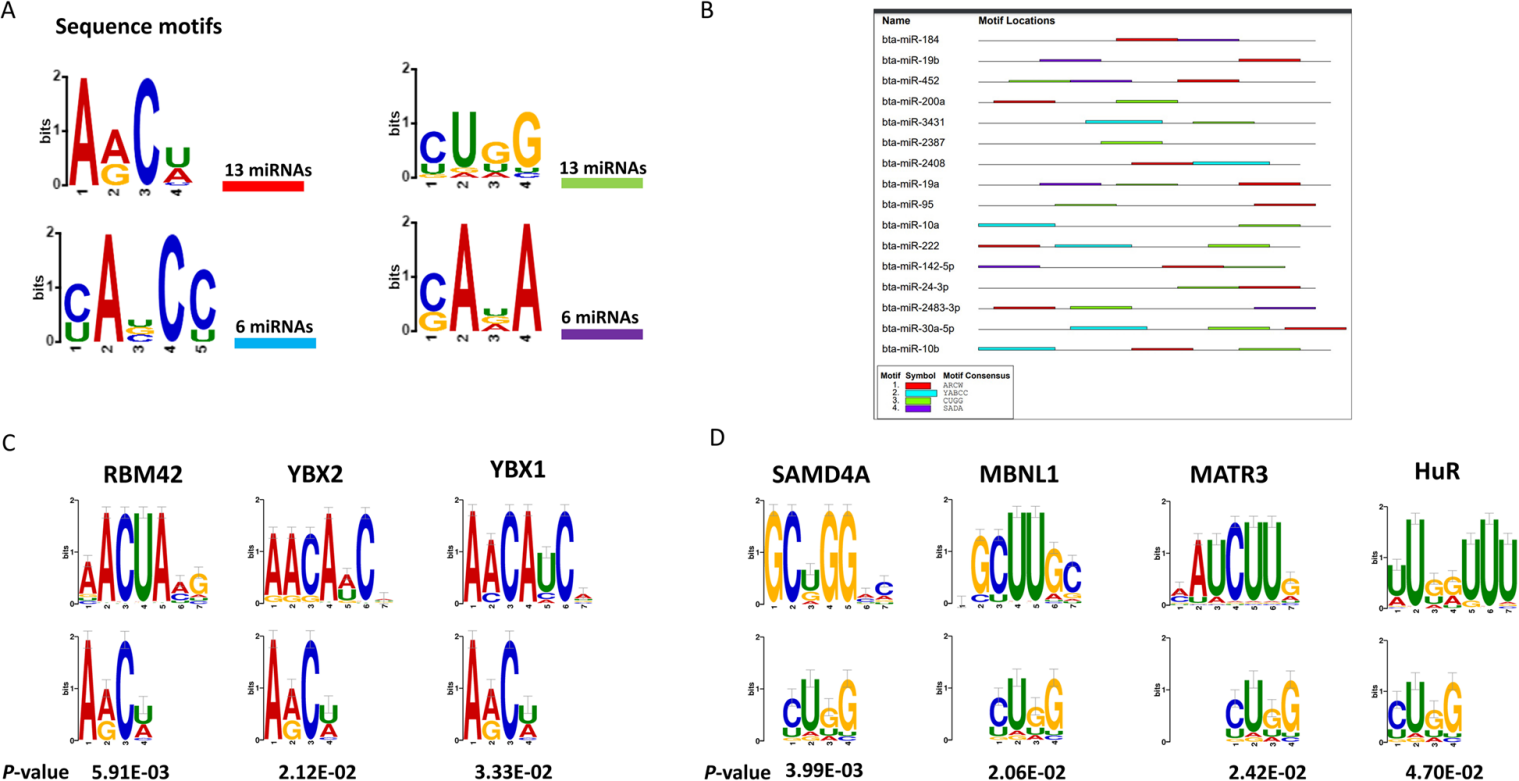
miRNA sequence motif analysis. Four identified motifs in different numbers of the up-regulated miRNAs in the summer compared to the winter group **(A)**. The locations and distribution of the identified motifs on the up-regulated miRNAs **(B)**. The alignments of the AACU **(C)** and CUGG **(D)** motifs with the known RNA binding protein motifs (*P* < 0.05)

**Table 3:**
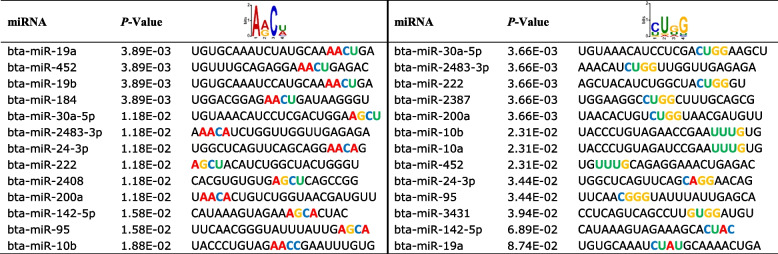
The identified motif positions on the up-regulated miRNAs in the SUM compared to the WIN group

## Discussion

Extracellular vesicles are known to shuttle ample bioactive molecules (mRNA, miRNA, proteins, and lipids) reflecting the physiological status of the secreting cells, [36, 37] leading to alterations in gene expression and function in recipient cells [38]. Our previous studies indicated that the bovine FF-EVs-miRNA profiles are associated with oocyte developmental competence [39] and the post-calving metabolic status of dairy cows [40]. We have also reported that, under in vitro conditions, bovine granulosa cells subjected to thermal stress release EVs with different miRNA cargo have the potential to shuttle protective messages to recipient cells inducing thermotolerance against subsequent HS [20]. Therefore, unveiling the ovarian FF-EV cargoes in response to environmental thermal stress conditions in vivo will aid to elucidate the EV-mediated molecular response and potential impact on follicular development and oocyte growth. Here we aimed to investigate the changes in FF-EV-coupled miRNAs in beef cows when comparing winter and summer seasons. The deviation in EV-miRNA profiles in summer compared to the winter season may in part explain the abnormal ovarian function, follicular development, and infertility-associated problems due to climate change-induced thermal stress in dairy and beef animals [41, 42].

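miR-148a had 335249 ± 65170 CPM in SUM and 265293 ± 32878 CPM in WIN (SD, n = 4), a log2 fold change of 0.32 (standard error 0.19, adjusted p = 0.33 from limma). miR-99a-5p had 146730 ± 21719 CPM in SUM and 100949 ± 28317 CPM in WIN, a log2 fold change of 0.57 (standard error 0.22, adjusted p = 0.16). For both miRNAs the seasons overlapped (exact permutation test, p = 0.14 for miR-148a and p = 0.057 for miR-99a-5p). Neither was called under any of the 29 alternatives of the test.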

Among the top 20 highly abundant miRNAs, 18 were commonly expressed in both groups including miR-148a and miR-99a, the top highly expressed miRNAs in the FF-EVs with no significant differences between the groups. Similarly, miR-148 was reported as the top expressed miRNA in FF-EVs from large and small follicles in goats [43]. In human FFs, miR-99a was specifically enriched in the FF-EVs and considered as a regulator of the ovarian follicle developmental process to include meiosis resumption [44]. In another study, the expression of miR-148a and miR-99a in FF-EVs was highly correlated with IVF outcomes, specifically day-3 embryo quality [45]. The detection of these candidate miRNAs at a higher level in both seasons indicates their potential housekeeping role in ovarian function. 

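miR-10b was higher in every SUM library than in any WIN library, at 131675 ± 28699 CPM in SUM and 74288 ± 6654 CPM in WIN (SD, n = 4). Its log2 fold change was 0.80 (standard error 0.20, adjusted p = 0.062 from limma). As a share of the summed CPM, miR-10b overlapped between seasons (exact permutation test, p = 0.057). It held 8.59% in SUM replicate 4 and 8.97% in WIN replicate 1. On the CPM scale miR-10a did not overlap between seasons either, at 28666 ± 15008 CPM and 12673 ± 761 CPM (exact permutation test, p = 0.029). However, its log2 fold change of 1.02 (standard error 0.34) missed the threshold (adjusted p = 0.12 from limma). miR-10a passed the thresholds without SUM replicate 1 or 3 and in the tests on recovered reads with edgeR, DESeq2 and voom, and miR-10b lost its call without SUM replicates 1 or 2 or WIN replicates 2, 3 or 4.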

In the same top 20 miRNAs list, miR-10a and miR-10b were expressed amid both groups and were significantly upregulated in the SUM compared to the WIN group. Both miRNAs belong to the conserved mir-10 family and are known to play key roles in inducing apoptosis and repressing cell proliferation in ovarian GCs through suppressing the brain-derived neurotrophic factor (BDNF) and TGF-β pathways [46]. Additionally, miR-10a has been reported to promote human GC tumor development by targeting PTEN-AKT/Wnt pathways [47] and regulating lipid metabolism and steroid hormone synthesis in sheep GCs [48]. Previously, it has been validated that miR-10a directly recognizes and targets the *BCL6* transcript and negatively regulates its expression leading to cellular apoptosis [49]. In correlation with HS, miR-10a was suggested to be involved in the stress response pathway regulation via its repression of a number of p53/Rb networks’ key genes [50]. Therefore, our results indicate the negative impact of seasonal HS on ovarian function is mediated by the enrichment of miR-10a and miR-10b in EVs released in response to thermal stress. 

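miR-26a was lower in every SUM library than in any WIN library, at 23294 ± 4343 CPM in SUM and 43107 ± 13130 CPM in WIN (SD, n = 4). Its log2 fold change was -0.85 (standard error 0.25, adjusted p = 0.094 from limma). The call held among the left-out libraries only without WIN replicate 1, with adjusted p from 0.080 to 0.22.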

Another interesting miRNA from the same top 20 miRNAs list was miR-26a which exhibited a significant downregulation in the SUM compared to the WIN group. A similar study in heat-stressed Holstein cows showed that the expression of miR-26a was downregulated in serum and found to be involved in stress and immune response-related processes [51]. Moreover, a HS-induced increase in corticosterone hormone is similarly found to be associated with the reduction in miR-26a in rat serum EVs [52]. In addition, it has been confirmed that miR-26a targets Exh2 and plays a critical role in regulating apoptosis in mouse ovarian GCs [53].

In the current study, we found a total of 24 DE-miRNAs in the FF-EVs between the SUM and WIN groups. 

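miR-19a, miR-19b, miR-30a-5p and miR-200a were each higher in every SUM library than in any WIN library. miR-200a, of an epithelial family, had 2852 ± 1183 CPM in SUM and 1061 ± 272 CPM in WIN (SD, n = 4), a log2 fold change of 1.36 (standard error 0.33, adjusted p = 0.062 from limma). miR-30a-5p had 2393 ± 427 CPM and 1255 ± 193 CPM, a log2 fold change of 0.93 (standard error 0.24, adjusted p = 0.062). miR-19a had 88.3 ± 22.2 CPM and 37.7 ± 9.67 CPM, a log2 fold change of 1.21 (standard error 0.33, adjusted p = 0.069). All 5 tested members of the miR-200 family had a positive log2 fold change, while of the 10 tested of the miR-17-92 clusters 5 were positive and 5 negative. Some relatives from both lists, chosen after their values were seen, are given here, and none of them was called. The log2 fold changes were 0.90 for miR-429, -0.84 for miR-363, 0.15 for miR-200b, -0.09 for miR-20a, -0.04 for miR-17-5p and 0.01 for miR-92a (adjusted p = 0.18, 0.66, 0.88, 0.89, 0.95 and 0.99 from limma), and the sign changed with another scaling for miR-17-5p, miR-92a and miR-200b. The calls of miR-200a, miR-30a-5p and miR-19a ended without SUM replicates 2 or 4 or WIN replicates 2, 3 or 4.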

Among the upregulated miRNAs, four (miR-19a, miR-19b, miR-30a-5p, and miR-200a) were commonly identified as highly expressed in the serum of heat-stressed Holstein cows [51]. In another study, miR-19a and miR-19b were identified among the circulatory miRNAs that were highly expressed in lactating Holstein cows under summer HS conditions and were correlated with functions governing responses to stress and oxidative damage [54]. Moreover, heat shock during in vitro maturation of bovine oocytes was shown to increase the expression of miR-19b in embryos, indicating a carryover impact of HS on miRNAs in the cellular response [55]. In humans, miR-19b has been reported as an inhibitor of GC proliferation by directly targeting *IGF-1* and the reduction in its expression could reverse the results [56] suggesting the important regulatory and specific role of miR-19b in GCs and could explain the oocyte quality and fertility reduction during the summer season. The top-upregulated miRNA in the SUM group was miR-184. This miRNA is associated with an inhibitory effect on GC estradiol production [57] and was found to be increased in bovine GCs at day 7 compared to day 3 of the estrous cycle [58].

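On the log scale of the limma test, miR-184 stood next after miR-19b among the higher miRNAs of Table 2, with a standard error of 0.68. Its mean was 1270 ± 1248 CPM in SUM and 333 ± 165 CPM in WIN (SD, n = 4), so that the spread in SUM was nearly as large as the mean. The log2 ratio of the season means was 1.93, against 1.72 for miR-19b, and SUM replicate 3 held the highest value. Without SUM replicate 3 the log2 fold change of miR-184 was 1.04, below that of miR-19b (1.58 to 1.79 when 1 library was left out). With other single libraries left out, miR-184 reached up to 2.07, above miR-19b, so the order depended on the library. miR-184 was called under DESeq2 on the recovered reads, with the replicate number as a block, and under edgeR without the filter.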

On the other hand, a cluster of eight miRNAs was downregulated in the SUM FF-EVs compared to the WIN group including miR-181a and miR-1246. Both miRNAs showed a clear reduction in buffalo GCs cultured under thermal stress conditions [59] and are known to be involved in stress and immune responses [51, 60]. 

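miR-181a was lower in every SUM library than in any WIN library, with 289 ± 71.7 CPM in WIN (SD, n = 4) and a log2 fold change of -1.11 (standard error 0.30, adjusted p = 0.068 from limma). miR-126-3p, abundant in endothelial cells, had 1464 ± 616 CPM and 2846 ± 567 CPM, a log2 fold change of -1.02 (standard error 0.30, adjusted p = 0.094), and its seasons overlapped (exact permutation test, p = 0.057). All 8 miRNAs had a negative log2 fold change, and let-7e and miR-370 were those not called. Relatives of miR-199b, chosen after their values were seen, were not called, with log2 fold changes of -0.89 for miR-199c, -0.38 for miR-199a-5p and 0.00 for miR-199a-3p (adjusted p = 0.18, 0.34 and 1.00 from limma). After rescaling to equal summed CPM, miR-199c was called and miR-199a-3p turned to -0.18. The call of miR-181a held without SUM replicate 3 or WIN replicate 3 and that of miR-126-3p without SUM replicate 3 or WIN replicate 1, and both ended without any other single library (adjusted p up to 0.18 and 0.20).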

Inhibition of miR-181a expression suppresses apoptosis and ROS production in human chondrocyte cells [61] and reduces heat stress damage through the upregulation of antioxidant-related genes and the downregulation of apoptotic genes in bovine peripheral blood mononuclear cells [62]. Contrary to our findings, miR-1246 was found to be highly enriched in the serum of dairy cows under environmental HS [51, 54], as well as, in the GC-released EVs under in vitro elevated culture temperature [20]. However, the expression of miR-1246 in correlation with HS seems to be time-dependent, as in cattle and buffalo fibroblast cells, the expression of miR-1246 declined immediately after HS and then increased gradually during the recovery period post-HS [60]. This discrepancy in the differential expression results of EV-miRNA-1246 might be associated with the timing of exposure and recovery to thermal stress. Taken together, our data revealed that seasonal HS can induce the enrichment of FF-EV-coupled miRNAs, with a potential negative impact on ovarian function (i.e. miR-10 family) and the depletion of candidate miRNAs (i.e. miR-26a) with the potential beneficial role in ovarian physiology.

Although EV miRNA abundance is altered under suboptimal physiological conditions to include HS, little is known about the mechanism associated with their sorting into EVs versus their cellular retention. Recently, the regulatory role of RBPs in the packaging of particular RNA molecules into EVs following the recognition and binding of specific sequence motifs is emerging among different models [63, 64]. Sequence motif analysis for EV-coupled miRNAs enriched in SUM samples revealed two specific motifs appearing on 13 out of the 16 upregulated miRNAs and recognized by specific RBPs. One of those motifs was found to be potentially recognized and bound by Y-box binding proteins (YBX1 and YBX2). These proteins are members of a large family of proteins with the cold shock domain that play roles in several cellular processes including proliferation and stress response [65, 66]. A study by Guarino et al*.* reported that oxidative stress enhances the secretion of YBX1 protein from stressed cells which significantly inhibits proliferation and leads to cell cycle arrest in receiving cells [67]. Y-box proteins have been identified as the main components in the formation of ribonucleoprotein particles with the different types of RNA including mRNA and miRNA [68] and play a role in sorting these RNA molecules into EVs [69]. Regarding miRNAs, it has been evidenced that YBX1 binds to and is required for the sorting of specific miRNAs into EVs released from the HEK293T human cell line [70]. Another interesting RBP that matched with the same sequence motif was RBM42, which together with the hnRNP K is part of the stress granules. Under stress conditions, both proteins co-localize and interact to form cytoplasmic foci in order to maintain cellular ATP levels [71]. The expression of these proteins in correlation to stress conditions, as well as, their matching of common sequence motifs among the upregulated miRNAs in the SUM group could explain a potential mechanism involved in sorting and releasing of these FF-EV-miRNAs under HS conditions. However, further studies are required to specifically investigate the role of miRNA motifs and RBPs in regulating the sorting and packaging of stress associated miRNAs into EVs and the role that this interplay drives on follicular cells stress response and survival under various environmental and physiological suboptimal conditions.

## Conclusions

Overall, the current study revealed that FF-EV-miRNA profiles can be explored to investigate the follicular level response of cows to seasonal changes and this might partially explain altered ovarian physiology, follicular development, and infertility-associated issues resulting from climate change-induced seasonal thermal stress in the dairy and beef industry. Based on the differentially expressed miRNAs, we suggest that the negative impact of HS on ovarian function is mediated by abnormal alterations in EV-coupled molecular signaling within the follicular microenvironment, as shown by the contrasting finding when comparing summer and winter EV-miRNAs. However, further studies are needed to confirm and investigate the exact role of these EV-miRNAs concerning seasonal effects and fertility. The current study also identified potential targets of future therapeutic and managerial intervention to tackle the negative impact of environmental thermal stress in cattle with potential translation to seasonal human infertility problems.

## Supplementary Information

**Additional file 1: Table S1.** Summary of sequence reads mapped to the bovine reference genome and annotated against bovine miRNAs listed in the mirBase database. **Table S2.** A complete list of all expressed miRNAs indicated as the mean of TMM-adjusted Counts Per Million (CPM) value. **Table S3.** KEGG pathway analysis for genes targted by the differentially expressed miRNAs in SUM vs. WIN group. **Table S4.** Biological process (BP) analysis for genes targted by the differentially expressed miRNAs in SUM vs. WIN group.

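Table S1 gives, for each library, the reads that passed quality control, the share mapped to the genome and the share annotated to miRNAs. The miRNA share ranged from 1.56% to 15.5% of the mapped reads (4.93% ± 2.46 in SUM and 8.37% ± 6.04 in WIN, SD, n = 4, exact permutation test, p = 0.37). The season means of Table S2 were the arithmetic means of the deposited CPM, within 0.1% for all 243 SUM and all 248 WIN entries.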

## Data Availability

The raw FASTQ files and processed CSV files of the miRNA sequencing data have been deposited in the NCBI’s Gene Expression Omnibus (GEO) repository with the accession number GSE221198. All parameters related to EV experiments are available on the EV-TRACK knowledgebase (EV-TRACK ID: EV220402).

How the deposited data were processed for this re-analysis (not part of the article)

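EV miRNAs were measured in 8 small-RNA libraries of follicular fluid, 4 from summer and 4 from winter, each from a pool of 2 cows as the paper states. The paper also states that the same cows were used in both seasons, but not which pools match, so the tests treat the 8 pools as unrelated. The authors trimmed the reads, mapped them to ARS-UCD1.2 and annotated them against miRBase with CLC Genomics Workbench, and deposited TMM-adjusted CPM per mature miRNA. Both the paper and the submitters' processing notes name bcl2fastq, and the notes also name Bowtie2 2.2.2 and DESeq2, which the paper's methods do not. The deposited values are a signal per library whose columns sum to 860872 to 1222030, since the authors divided by TMM-scaled library sizes. Whole reads were recovered by dividing each library's values by its smallest value above 0, and 100% of the values were then whole within 0.001. The libraries held 214004 to 1689467 recovered miRNA reads.

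The seasons were compared with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend) on log2(CPM + 1), for the 243 miRNAs with a mean above 10 CPM, without a block or covariate. Calls needed a Benjamini-Hochberg adjusted p below 0.1 and a fold change over 1.5, the thresholds of the paper's methods. In tests on simulated data with 243 miRNAs of which 40 changed, limma recovered 33.0% of 2-fold and 81.5% of 4-fold changes with 9.49% of its calls false, and 1 of 20 simulations without change gave a call. edgeR recovered 32.5% and 85.2% with 10.6% false, and also 1 of 20. These shares describe the simulated data and are not the false share of the 19 calls. In the real libraries, leaving out 1 gave 0 to 23 higher calls. Single values were compared by exact permutation tests, two-sided, over the 35 splits, where the smallest possible p is 0.029. Separation of the seasons was tested by PERMANOVA on Euclidean distances. Shares, motif counts and season means were computed with Python 3.11.15, numpy 2.4.6 and scipy 1.17.1, and figures with matplotlib 3.10.9.

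Samples, comparisons, thresholds, alternatives and 18 miRNA lists were fixed before the values of single libraries were examined. By then the values of the paper's Tables 1 and 2 and Table S2 had been seen. Table S2 holds season means of the deposited CPM, so the season differences could already be seen. The list tests are therefore not independent of these values. The lists are the higher and lower miRNAs of Table 2, which were only counted, and 16 others tested with camera at a preset correlation of 0.01, again with an estimated correlation, and with fry. These 16 are the let-7, miR-10/99/100, miR-17-92, miR-200, miR-30 and miR-23/27/24 groups, the DLK1-DIO3 cluster, miRNAs of red blood cells, white blood cells, endothelial, stromal, muscle and granulosa cells, of liver or plasma, of other RNA classes, and of hypoxia or cell stress. The miRNAs named are those the paper names in its text, Tables 1 to 3 or Figs. 4A and 5, the 10 largest changes in each direction among the calls, and list members that were called or, where none was, up to 3 of the most abundant. A further few, marked where they stand, were chosen after their values were seen.

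The alternatives were other pseudocounts, filters, scalings and variance settings, edgeR 4.0.16, DESeq2 1.42.0 and voom on the recovered reads, a replicate block, a stricter threshold, and leaving out each library in turn. Added after the data were seen were the comparison without the 2 shallowest libraries, thinning of every library to 214004 reads (20 draws), edgeR without the filter, and leaving out each library for the library measures. Genes were placed with an annotation of ARS-UCD2.0, which differs from the authors' assembly and was used only for neighbours, and 241 of the 243 miRNAs matched. Fisher's exact test and 10000 shuffles of each sequence were run on the motif counts, but since the motifs were derived from the same sequences these tests are void and no p from them is given. Near-identical miRNAs, such as members of the let-7 family or miR-10a and miR-10b, are uncertain where the counting could split their reads. MEME and TOMTOM scores, target prediction and pathway analysis could not be repeated from these data, and the qRT-PCR samples are not among them.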

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

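The tests of blood carry-over, of reads shared within the let-7 family and both tests on miR-1246 were chosen after the results were seen. A sample far from the others in its season is listed where its gap over the range passed Dixon's 95% critical value. This was so in 7 of 126 groups checked, and chance gives about 6.30. The values are 0.873 for miR-184 in WIN (replicate 2), 0.853 for miR-3431 in WIN (replicate 1), 0.837 for miR-1246 in WIN (replicate 1), 0.864 for miR-660 in SUM (replicate 2), 0.873 for miR-17-5p in SUM (replicate 2) and 0.856 in WIN (replicate 2), and 0.867 for miR-199a-3p in WIN (replicate 1). The paper's text and tables do not report on miR-140 (log2 fold change 0.80), miR-532 (0.79) and miR-660 (0.80) as differing, or on the let-7 family (median -0.62) and the DLK1-DIO3 cluster (median -0.55) as groups.

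WIN replicate 1, 1 of the 2 shallowest libraries, stood apart on the first principal component, with a gap over the range of 0.666. After thinning, the gap was 0.560 in the median of 20 draws (0.356 to 0.621), so that shallow sequencing cannot be told apart from another source because single draws fall on either side. Blood carried over into this pool may contribute, since miRNAs of red blood cells had a median excess of 0.83 on the log2 scale over the other WIN libraries, above 99.6% of random lists matched on abundance. Random lists were drawn for this list alone, so that share does not single out blood. Of this list miR-451, miR-363, miR-486, miR-96 and miR-16b lay 3.14, 2.75, 1.75, 0.94 and 0.72 above. In contrast, miR-16a, miR-182 and miR-183 lay at -1.12, -0.54 and -0.14. The excess was not limited to blood, since miRNAs of liver or plasma and entries of other RNA classes had medians of 1.15 and 0.96. Likewise miR-219-3p, miR-1298 and miR-9-5p lay 3.23, 2.96 and 2.79 above. Larger shifts went the other way, with miR-6120-3p, miR-1842 and miR-2285aj-5p at -5.05, -4.91 and -4.45. These were at 0 CPM in WIN replicate 1, where 1 read was worth 3.83 CPM, so shallow sequencing stays open. A difference between the cows of this pool also stays open and untested.

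Of 9 let-7 members 8 had a negative log2 fold change, a shift that passed camera but not with an estimated correlation (adjusted p = 0.67) or with fry (adjusted p = 0.19). Neither scaling of the libraries (median -0.57 for the scaling nearest to 0) nor unequal depth (median -0.64 after thinning) removed the negative median, which argues against both as the whole cause. Reads moved between near-identical members of the family would leave the sum of these members unchanged. Their summed CPM was 97903 ± 18253 in SUM and 137454 ± 22187 in WIN (SD, exact permutation test, p = 0.029). This argues against shared reads as the cause of the lower sum. Which members changed cannot be told, because the correlation between members was 0.729 and the reads are not in the tables. A seasonal change of the family is a hypothesis that stays open.

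miR-1246 was lower in SUM. It stayed so without WIN replicate 1, the library with its highest value (log2 fold change -1.82), which argues against that library as the whole cause. Loss of fragments of other RNA classes cannot be told apart, since the other tested entries had a median of -0.0752 and went both ways, with miR-2478 at -1.50 and miR-1260b at 0.25. A seasonal change stays open.

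Over the 35 splits of the 8 libraries into 4 and 4, the season split gave 19 calls and the highest other split 2 (1 split as large). This argues against chance for the number of calls but cannot exclude it, since 0.029 is the smallest share that 35 splits allow. For the lists the season split gave 2 past the threshold and the highest other split 4, with 12 splits as large, so chance cannot be excluded for the number of lists.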

How the results depend on the processing

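Depth and single libraries limit these results, and the cause of each change below was not tested unless stated. Of the 29 alternatives of the counts, those that moved the 13 higher or 6 lower miRNAs by over 1.5 times were as follows. All detected miRNAs without the filter gave 6 higher and 2 lower, where more miRNAs enter the adjustment. A mean above 50 CPM gave 11 lower, rescaling to equal summed CPM 22 lower (with 11 higher), and centring on the median 20 higher. Array weights gave 23 and 10, edgeR 20 and 15, DESeq2 23 and 20, and voom 20 and 15. An adjusted p below 0.05 left 1 and 0. Leaving out 1 library gave 0 to 23 higher and 0 to 7 lower, with fewer samples in each fit. Added after the data were seen, the comparison without the 2 shallowest libraries gave 24 and 11 (edgeR 24 and 17), and thinning gave 8 higher and 4.5 lower as the median of the counts in 20 draws (7 and 5 by the median adjusted p of each miRNA).

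With the replicate number as a block, 15 miRNAs were higher and 10 lower, among them 10 of the 13 higher and all 6 lower calls made without it, and the calls of miR-660, miR-140 and miR-2387 ended. The paper states that the same cows were used in both seasons, but not that a number marks the same pool. Same-numbered libraries correlated at -0.02 to 0.30 in their deviations, so the pairing was not taken as given, and 2 of 4 numbers correlated best with their own partner.

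For the 19 called miRNAs, 409 of 569 values under the alternatives kept direction and side of the threshold, 160 kept direction but not the threshold and none reversed. For the 37 named but not called, 934 of 1105 stayed, 123 passed the threshold, 1 moved and 47 reversed, in 9 miRNAs. The reversed log2 fold changes were as follows. Under rescaling they were -0.10 for miR-143, -0.15 for let-7b, -0.18 for miR-92a, -0.039 for miR-200b and -0.18 for miR-199a-3p. Under median centring they were 0.035 for miR-451 and 0.017 for miR-17-5p. Array weights gave -0.0034 for miR-143, 0.51 for miR-451 and -0.21 for miR-199a-3p. DESeq2 gave -0.0035 for let-7b, -0.013 for miR-92a and -0.12 for miR-199a-3p, edgeR -0.12 and voom -0.033 for miR-199a-3p, and voom -0.0047 for miR-92a. Without the 2 shallowest libraries miR-143 was at -0.092 (edgeR -0.15), miR-451 at 0.85 (edgeR 0.46), miR-17-5p at 0.016, miR-363 at 0.0871 and miR-199a-3p at -0.36 (edgeR -0.43). miR-199a-3p was also at -0.11 under edgeR without the filter, -0.0053 after thinning and -0.10 as the ratio of season means. Leaving out 1 library gave ranges of -0.0915 to 0.21 for miR-143, -0.14 to 0.14 for let-7b, -0.63 to 0.76 for miR-451, -0.16 to 0.013 for miR-17-5p, -0.20 to 0.055 for miR-20a, -0.19 to 0.24 for miR-92a, -0.12 to 0.36 for miR-200b and -0.34 to 0.16 for miR-199a-3p.

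The difference in the share of the 4 most abundant miRNAs was 17.5 points as a percent of 1000000 CPM (exact p = 0.086) and 8.03 to 11.4 points when 1 library was left out (exact p = 0.029 to 0.057). The difference in mapped percent ranged from 6.36 to 11.8 points when 1 library was left out (exact p = 0.029 to 0.086), and that in recovered reads from -362953 to 121756, turning without WIN replicate 3. SUM-only miRNAs numbered 18 by the season median and 18 at a mean above 5 CPM, and WIN-only miRNAs 8 when every library had to pass and 28 at a mean above 5 CPM. The separation of the seasons was 16.1% without the filter, 21.2 to 27.5% when 1 library was left out, and 36.0% without the 2 shallowest libraries, where 3 against 3 cannot give an exact p below 0.1. This share tends to rise when fewer libraries enter, so values from different numbers of libraries cannot be compared directly. Of the lists, 0 passed with an estimated correlation and 0 with fry, and 1 to 3 passed when 1 library was left out. The first motif stood in 4 higher miRNAs as AACU, and the second in 13 with the sites of Table 3.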

Differences from the paper's values

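The paper reports the second motif in 13 of the 16 higher miRNAs, and the exact sequence CUGG stood in 5. Of the alternatives set before the values of single libraries were examined, the sites that Table 3 lists for this motif gave 13. These sites are those the paper found on the same miRNAs, so that count was fixed by its construction. They include sequences other than CUGG, so the 5 counts the exact sequence only and the 13 counts any listed site. The gap between 5 and 13 thus comes from what was counted. The paper also reports the first motif, which it names AACU, in 13 of the 16. The pattern ARCH, taken from the sites of Table 3, stood in 14, and in 3 of the 8 lower miRNAs. It matched more of the higher miRNAs than the paper reports, so the 14 was not fixed by construction. The count is still not independent of those sites. The exact sequence AACU stood in 4.

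The paper states a lower share of the 4 most abundant miRNAs in SUM than in WIN. The deposited CPM gave 61.6% in SUM and 51.8% in WIN, the opposite order, as did the percent of 1000000 CPM (66.3% and 48.7%), and the CPM of Table 1 match the deposited season means within 0.1% for all 40 entries.

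The paper states that PCA and clustering set the replicates of each season together. Here the first component set WIN replicate 1 apart, and average-linkage clustering into 2 clusters did the same, while each library's nearest neighbour was of its own season and clustering on the called miRNAs alone, which were chosen by season, gave the seasons. The components here are of log2(CPM + 1) without scaling, and the paper states neither its scaling nor its linkage, so the methods may differ. Scaled to unit variance, season accounted for 27.1% of the squared distances (exact permutation test, p = 0.029), against 22.6% unscaled.

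The paper calls 8 miRNAs that limma did not call at the paper's thresholds, and all 24 of Table 2 had the paper's direction. DESeq2 on the recovered reads called 7 of these 8, miR-184, miR-3431, miR-95, miR-10a, miR-2483-3p, let-7e and miR-370. edgeR and voom called miR-3431, miR-95, miR-10a, miR-2483-3p and let-7e. The replicate block called miR-184, miR-3431, miR-95, miR-10a and let-7e. Array weights called miR-3431, miR-95, miR-10a, miR-2483-3p and let-7e. Centring on the median called miR-3431, miR-95, miR-10a and miR-2483-3p, a mean above 50 CPM called miR-3431, miR-95, miR-10a and let-7e, robust variances called miR-3431 and let-7e, rescaling called let-7e, and a pseudocount of 0.1 and limma without trend called miR-2483-3p. Leaving out SUM replicate 1 called miR-95 and miR-10a, and leaving out SUM replicate 3 called miR-3431, miR-10a and miR-2483-3p. Some of these settings also lost calls. Of the 24 miRNAs of Table 2, limma called 16, DESeq2 23, voom and array weights 21 each, edgeR, the replicate block and centring on the median 20 each, a mean above 50 CPM 19, robust variances 18, rescaling and a pseudocount of 0.1 17 each, and limma without trend 12. Leaving out SUM replicate 1 left 12, SUM replicate 3 left 18, and the other single libraries left 0 to 13. Chosen after seeing the values, edgeR without the filter called miR-184, miR-3431 and miR-10a and dropped 8 of the paper's 24, and the comparison without the 2 shallowest libraries, by limma or edgeR, called miR-2408, miR-3431, miR-10a and let-7e and dropped 4 of the 24.

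The paper places miR-184 first among the higher miRNAs and miR-452 and miR-370 beyond 3-fold. By limma miR-19b was first among the miRNAs of Table 2 (log2 fold change 1.69 against 1.64 for miR-184), and miR-452 was at 2.69-fold and miR-370 at 2.46-fold lower. That gap is small beside the standard error of miR-184 (0.68). The order of miR-19b and miR-184 depended on the library left out (1.58 to 1.79 and 1.04 to 2.07). As the ratio of season means miR-184 was first (3.82-fold), miR-452 was at 3.10-fold and miR-370 at 2.96-fold lower.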

Other observations

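In the lists of cell types and processes, most miRNAs were not past the thresholds. Of 8 tested miRNAs of red blood cells none was called (0 when adjusted over the list alone), with miR-486 at a log2 fold change of 0.77 and miR-451 at -0.02, whose sign turned under median centring. Of 7 of white blood cells 1 was higher (miR-142-5p), 1 lower (miR-181a) and 5 not past the limma thresholds (1 and 1 when adjusted over the list alone). Of 4 of endothelial cells 1 was higher (miR-222), 1 lower (miR-126-3p) and 2 not past (2 and 1 when adjusted over the list alone). Of 7 of stromal cells 1 was lower (miR-199b) and 6 not past (1 lower when adjusted over the list alone), with miR-143 at 0.08, which turned under rescaling. Of 9 of granulosa cells none was called (2 higher and 1 lower when adjusted over the list alone), and miR-202 was at 0.87 (adjusted p = 0.11 from limma). None was called of 4 of liver or plasma (miR-122 at -0.78), 3 of muscle (miR-1 at -0.50) and 6 of hypoxia or cell stress (miR-34c at 0.71), with 0, 0 and 1 higher when adjusted over the list alone. Of 4 entries also found in other RNA classes 1 was lower, miR-1246, and 3 were not past (2 lower when adjusted over the list alone). None of these 9 lists passed camera. Of the red blood cell miRNAs, miR-451 lay 3.14 on the log2 scale above the other WIN libraries in WIN replicate 1.

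Of the reference miRNAs of the qRT-PCR, miR-191 had a log2 fold change of 0.11 (adjusted p = 0.83 from limma). The paper writes miR-125 without naming the member. miR-125b had a log2 fold change of -0.14 (standard error 0.25, adjusted p = 0.79), and miR-125a one of -0.05 (standard error 0.58, adjusted p = 0.96) with a wide spread, at 7996 ± 6911 CPM in SUM and 7224 ± 4982 CPM in WIN (SD, n = 4).

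It was tested whether miRNA genes within 10 kb of each other in ARS-UCD2.0 change alike, as shared primary transcripts would predict. The 96 pairs differed by 0.82 on the log2 scale on average and shuffled miRNAs by 0.85, with a share of 0.372 of shuffles as small, so the test gave no sign of it.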
